# Ultrahigh-Density Linkage Map for Cultivated Cucumber (*Cucumis sativus* L.) Using a Single-Nucleotide Polymorphism Genotyping Array

**DOI:** 10.1371/journal.pone.0124101

**Published:** 2015-04-13

**Authors:** Mor Rubinstein, Mark Katzenellenbogen, Ravit Eshed, Ada Rozen, Nurit Katzir, Marivi Colle, Luming Yang, Rebecca Grumet, Yiqun Weng, Amir Sherman, Ron Ophir

## Abstract

Genotyping arrays are tools for high-throughput genotyping, which is beneficial in constructing saturated genetic maps and therefore high-resolution mapping of complex traits. Since the report of the first cucumber genome draft, genetic maps have been constructed mainly based on simple-sequence repeats (SSRs) or on combinations of SSRs and sequence-related amplified polymorphism (SRAP). In this study, we developed the first cucumber genotyping array consisting of 32,864 single-nucleotide polymorphisms (SNPs). These markers cover the cucumber genome with a median interval of ~2 Kb and have expected genotype calls in parents/F_1_ hybridizations as a training set. The training set was validated with Fluidigm technology and showed 96% concordance with the genotype calls in the parents/F_1_ hybridizations. Application of the genotyping array was illustrated by constructing a 598.7 cM genetic map based on a ‘9930’ × ‘Gy14’ recombinant inbred line (RIL) population comprised of 11,156 SNPs. Marker collinearity between the genetic map and reference genomes of the two parents was estimated at R^2^ = 0.97. We also used the array-derived genetic map to investigate chromosomal rearrangements, regional recombination rate, and specific regions with segregation distortions. Finally, 82% of the linkage-map bins were polymorphic in other cucumber variants, suggesting that the array can be applied for genotyping in other lines. The genotyping array presented here, together with the genotype calls of the parents/F_1_ hybridizations as a training set, should be a powerful tool in future studies with high-throughput cucumber genotyping. An ultrahigh-density linkage map constructed by this genotyping array on RIL population may be invaluable for assembly improvement, and for mapping important cucumber QTLs.

## Introduction

Linkage maps and association studies are becoming increasingly valuable for plant genetic research [1–4] and as a tool to facilitate efficient plant breeding [2]. Coupling a high-density linkage map with a high-throughput genotyping tool makes that linkage map useful for future studies. First-generation markers such as amplified fragment length polymorphisms (AFLPs), restriction-enzyme fragment length polymorphisms (RFLPs), and random amplified polymorphic DNA (RAPD) were used to create genetic maps of low resolution (5–10 cM) [5]. The second-generation markers were simple sequence repeats (SSRs) and single-nucleotide polymorphisms (SNPs), which were widespread over the genome [6] and therefore commonly used for denser maps. Next-generation sequencing (NGS) developments, such as 454-FLEX GS and Illumina HiSeq platforms, shortened the discovery period for both SNPs and SSRs, especially in non-model organisms. However, tools for massive parallel genotyping were more available for SNPs than for SSR markers. Before the emergence of NGS and specifically, genotyping by sequencing (GBS) platforms, the most commonly used high-throughput genotyping platforms were Affymetrix SNP arrays and Illumina SNP bead-chips [7,8].

In the last 5 years, the use of SNP arrays has been integrated into plant breeding studies and has leveraged marker-assisted selection [8]. SNP arrays have been developed for species such as corn [6], rice [9], spruce [10], grape [11], apple [12], and peach [13] based on genomic information, and for spruce [10] and lentil [14] based on SNPs discovered in the transcriptome. The number of SNPs that compose the arrays has increased dramatically, from a few hundred to tens of thousands, with the use of NGS for SNP discovery. In rice, for example, array sizes range from 384 to 1 million SNPs designed on Illumina and Affymetrix platforms. Those arrays appeared in 10 different designs and together created a large SNP reservoir [15]. The SNP-array design is, in practice, the choice of SNPs that compose the array. Designing a SNP array from the transcriptome often works very well for association studies, whereas SNPs that are derived from whole-genome sequences are targeted for linkage mapping and population genetics [10], as well as large-scale, e.g. genome-wide, association studies [16].

The cucumber (*Cucumis sativus* L., 2n = 2*x* = 14) genome was the first of the Cucurbitaceae family to be fully sequenced [17]. Moreover, its genome size is relatively small (367 Mbp) [18]. With the recent advances in technology and instrumentation for sequencing plant genomes, significant progress is being made in developing genetic and genomic resources for cucumber. The whole genomes of three cucumber lines have been sequenced: the Northern China type (Chinese Long) ‘9930’ [17], the North American pickling type ‘Gy14’ [19], and a European inbred line ‘B10’ [20]. The genomic information has been utilized to learn about inter-species synteny among *Cucumis* species [17,21,22], characterize recombination events and segregation distortion [23], and develop a large collection of SSR markers [24]. Using these markers, several SSR-based genetic maps have been constructed in cucumber. The map developed by Ren et al. [23] using a mapping population from a cross between cultivated cucumber (‘Gy14’) and wild cucumber (*C*. *sativus* var. *hardwickii*, PI 183967) has the highest marker density (995 SSR loci), but nearly one-third of the mapped loci are in clusters due to significant structural rearrangements between the cultivated and wild cucumber [23]. Another linkage map consists of 735 marker loci, developed with a ‘Gy14’ × ‘9930’ F_2_ mapping population [19]. By synthesizing marker information from mapping populations, two consensus cucumber genetic maps have also become available containing 1,369 [25] and 1,681 [26] SSR loci or genes, respectively.

While these linkage maps have greatly facilitated genetic mapping [26–28] and molecular tagging [26] in cucumber, their marker density is far from satisfactory for robust marker-based association studies. For example, cultivated cucumbers have an average LD (linkage disequilibrium) block of ~55 Kbp which means >6,000 markers may be needed for accurate genome-wide association studies to capture the genetic variation of interest [29]. In addition, the cultivated cucumber has a very narrow genetic base [30–32], making it difficult to develop a high-resolution genetic map using low-throughput markers such as SSRs. Therefore, in this study, our objective was to develop an ultrahigh-density SNP-based linkage map for cucumber using genotyping array. We describe the design of the first cucumber SNP array as a high-throughput tool for parallel genotyping and its application on a recombinant inbred line (RIL) population developed from a cross between two of the cultivars with sequenced genomes, Gy14 and 9930.

## Materials and Methods

### Plant material

A RIL mapping population was developed for linkage analysis and map construction from a cross between two cultivated inbred cucumber lines, ‘Gy14’ [19] and ‘9930’ [17], whose draft genome assemblies are available. A single F_1_ plant from ‘Gy14’ × ‘9930’ was self-pollinated to produce 150 F_7_ or F_8_ RILs that were used for the genetic mapping. The F_2_ population from the same cross was previously used to develop a SSR-based linkage map in cultivated cucumber [19]. Four additional cucumber inbred lines were used to evaluate the usefulness of this SNP array: 'G421', 'H19', 'WI 2757' and 'True Lemon' ('TL').

### DNA extraction, hybridization and labeling

Unexpanded young leaves were collected into 2.0-ml microcentrifuge tubes, lyophilized in a freeze-dryer, and ground to a fine powder. Genomic DNA (gDNA) was extracted using the CTAB method [33] and purified with phenol/chloroform.

Labeling of DNA pools and hybridization were performed at the Weizmann Institute’s DNA array unit following the Agilent CGH protocol for comparative genomic hybridization (http://www.agilent.com); the hybridization temperature was modified to 55°C.

### Probe design

Long reads yielded by 454-GS Flex Titanium sequencing of the 'Gy14' genome [19] and 100-bp shotgun reads obtained by Illumina HiSeq 2000 sequencing of the '9930' genome were mapped with the ‘mosaik’ program (http://bioinformatics.bc.edu/marthlab/wiki/index.php/Software) to the cucumber ‘9930’ draft genome version 1 (downloaded from http://www.icugi.org). Three criteria were used for selection among the 97,015 putative SNPs: genome coverage, SNP call, and SNP quality. The genome-wide determination was performed by running a 2-Kb window and selecting the best SNP within each window. The best SNP was defined as the SNP with the highest sequence read coverage of the minor allele and a base call quality of at least 25 (PHRED scale) or 57 (Illumina scale). Four probes were designed per SNP. Two probes, as replicates, for each allele, with one replicate probe designed to detect the forward and the other the reverse DNA strand. The probes were T_m_ optimized as follows [34]:

$$Tm\;=\;\frac{\Delta \text{H}*1000}{\Delta \text{S }+\;1.9872\text{*log}\left(\frac{\text{Ct}}{\text{x}}\right)}\;-\;273.15$$ (1)

where ΔH is the sum over all nucleotides’ ΔH and ΔS is sum over all nucleotides’ ΔS with respect to the values described in Santa Lucia et al. [35] and chosen for a single SNP within a window of 20–35 bp.

To avoid paralogous SNPs, i.e., SNPs that are the result of repetitive sequences in the same genome, we used only reads that were mapped uniquely to the reference genome.

### Fluidigm genotyping

SNP-type oligonucleotide assays were designed by Fluidigm based on our genotyping information. Samples were genotyped using the EP1 platform on 96 x 96 plates following Fluidigm procedures (http://www.fluidigm.com).

### Genotype call

Signals were preprocessed to correct technical inaccuracies: 1) quantile normalization was applied between arrays and per probe normalizationby subtracting the median of the probes over arrays, 2) spatial slide defects, e.g., scratches, bubbles, etc., were removed by the method described in Chi et al. [36], and 3) calculating the average over allele probe replicates (forward and reverse) was performed by the ‘medianpolish’ method on a matrix of replicates x arrays to remove the array effect.

A training set was prepared by hybridizing gDNA from ‘9930’, ‘Gy14’, and their F_1_ progeny in six, five, and five replicates, respectively. On this array, the genotype calls are expected to be AA, AB, and BB for ‘9930’, F_1_, and ‘Gy14’ respectively. A K-mean clustering was applied to define three distinct clusters. Only probe sets that had three distinct clusters of the two parental lines and F_1_, or clusters that had one misclustered signal were used for genotype calling.

Genotype calling was performed by the Mahanalobis method [22]. Each SNP signal related to a sample in the test sets was assigned AA, AB, BB, or ‘no call’ if a call had a low confidence call. A confidence value was calculated for each genotype as follows: d0 is the Mahalanobis distance of a point to the center of its own type of call region, and d1 is the distance to the center of the closest region of the other type. The confidence of this call is d1/(d1 + d0).

### Linkage-map construction

Initially, we removed the noises that might affect the accuracy of the genetic map by: 1) leaving only one representative SNP for a set of SNPs whose genotype calls are exactly the same across all RILs, 2) filtering out SNPs with too many low-confidence calls, and 3) filtering out SNPs with observed heterozygous genotype frequencies that deviate from that expected in an F_7:8_ RIL population.

For groups of SNPs with redundant genotype calls, the SNP with the most distinct signal clusters was selected to represent the group. Distances between all pairs of the three cluster types were calculated by Bhattacharyya distance [38]. Each SNP had two distances among three clusters. The minimal distances were compared among the redundant SNPs and the SNP with the greatest distance was selected for the map. A confidence call value of 0.6 or less was defined as a low confidence call. The median of low confidence calls per SNP and median of absolute deviations (MAD) were calculated, and SNPs with a number of low confidence calls greater than 1 MAD unit above the median were filtered out. The last criterion for filtering was based on the expected genotype call distribution of SNPs along the RILs. In the F_7:8_ RIL population, the expected probabilities were 63/128, 2/128, and 63/128 for AA, AB, and BB, respectively. The frequency of genotype calls for each SNP was calculated and SNPs that deviated significantly from the expected distribution (χ^2^ test; *p*-value <0.05; Bonferroni correction for multiple testing) were filtered out.

SNP discovery was performed on version 1 of the ‘9930’ genome reference, which was available at the time. When the genome reference was updated to version 2, we removed SNP positions that were inconsistent between the two versions from the map. As a result, 209 additional SNPs were filtered out for a total of 11,156 markers.

Out of the initial 136 RIL samples that were hybridized on the array, two samples could not be normalized because of technical problems in the hybridization. In 10 samples, either the proportion of the heterozygous calls was higher than expected (0.2), or it was uninformative (homozygous calls were less than 0.15). Thus, data from 124 RILs were ultimately used in the linkage analysis. These data were submitted as input to ‘MSTMap’ program (http://alumni.cs.ucr.edu/~yonghui/mstmap.html) to construct a genetic map with the following parameters: **genetic distance** = halden, **cut_off_p_value** = 1e-10, **no_map_dist** = 15, **no_map_size** = 2, **missing_threshold** = 0.15, **estimation_before_clustering** = no, **detect_bad_data** = no, **objective_function** = ML. The outcome was a genetic map divided into bins where the start of each bin indicated the position of one or more SNP markers on the map. The order of the loci on the genetic map was used to refine unexpected genotype calls. As a result, an additional seven samples that had more than 10 ‘no call’ regions (described in the next section) were filtered out and a new linkage map of 117 RILs was constructed.

### Refining genotype calls

The improvement of genotype calls was performed in two stages—for regional and specific loci. Each locus call that was different from its flanking loci was modified by the following criteria. Where six or more flanking loci from both sides of the locus were called other than the locus call, but consecutively, this locus was modified to the call of the flanking loci. If the flanking loci did not contain uniformly consecutive calls, the locus call was set to ‘no call’. If a region was stretched out over 12 or more different consecutive calls, the whole region was set to ‘no call’.

### Estimation of local recombination frequency

Recombination rate is the slope of the genetic distance (cM) vs. the physical distance (Mb) for each linkage group against the chromosome under comparison (S1 and S2 Figs). Prior to slope computation, the genetic vs. physical position was smoothed by the Lowess method with span = 0.1. The local recombination rate was estimated by calculating the slope of five SNPs on the map in a running window.

### Segregation-distortion analysis

The 44,360 SNPs on the array were filtered by the criteria for redundant SNPs and for SNPs with too many low-confidence calls as described in the genotype call section. Genotype frequencies were calculated for each allele. The proportions of homozygous genotype calls, p(AA) and p(BB), were calculated per SNP. A spline non-linear regression of p(AA)–p(BB) was plotted against the genome position. A significant distortion from the allele segregation was calculated by chi-square test under the null hypothesis that the frequencies of p(AA) and p(BB) are equal and a Benjamini and Hochberg method [39] for multiple testing correction was applied.

## Results

### Genotyping-array design

Two properties should be taken into consideration when selecting a pool of SNPs for genotyping. Association studies ideally require that SNP markers cover the whole genome at high resolution, to decrease the chances of a recombination event between a SNP marker and the trait locus. The other property is the SNP marker's polymorphism in the segregating population under study. Commonly, enrichment with that type of SNP is achieved by selecting for SNPs that are polymorphic in a germplasm. Alternatively, by having a large pool of SNPs that cover the genome, one can expect to find a subset of SNPs that will be polymorphic and therefore informative in any association study.

Advanced algorithms for genotyping microarrays are based on machine learning techniques [40]. These algorithms use expected genotype calls as a training set to acquire the rules of genotyping, and then apply those rules to the test set under study [37,41]. The variance of genotype calls in microarrays is very high among SNPs [42]. Therefore, having the expected genotype calls for each SNP on the array is key for accurate genotyping. To satisfy this requirement, instead of collecting a set of polymorphic SNPs, our strategy was to define a pool of SNPs that has the expected genotype call in the training set, and use this set to design the array. This approach was implemented by discovering homozygous loci that are polymorphic between the two accessions, hereafter designated homozygous SNPs. The hybridization of the two accessions and their F_1_ progeny can be used as a training set in the genotyping as they are expected to show all three types, i.e., AA, AB, and BB for each SNP. We implemented this approach by mapping both the 24,761,994 long reads (454 GS-FLX Technology) of ‘Gy14’ and the 88,086,537 short reads (Illumina HiSeq-2000) of ‘9930’ to the reference genome of the latter [17]. SNPs were selected within 2-Kb windows, throughout the genome, based on the following priorities: “homozygous SNPs”, highest read depth, and highest quality. As a result, 44,360 SNPs were used to complete the 45K Agilent array, of which 36,779 were homozygous.

The coverage of most (90%) of the SNPs on the array was in the range of 8–39 reads per locus with a median allele A-to-allele B coverage ratio of 1:2. 

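The deposited table annotates each of the 44360 SNPs with its position on the ‘9930’ genome and on the ‘Gy14’ genome, and with the mRNA it lies in, if any. A single position on chromosomes 1 to 7 was given for 42558 SNPs on the ‘9930’ genome and for 41093 SNPs on the ‘Gy14’ genome. On the ‘9930’ genome, chromosomes 1 to 7 held 7324, 4466, 10041, 5672, 4102, 6353 and 4600 SNPs, with median distances between neighboring SNPs of 1979, 2123, 1962, 2071, 2373, 2127.5 and 2091 bp. On the ‘Gy14’ genome, the same chromosomes held 6977, 4590, 9563, 5296, 4023, 6209 and 4435 SNPs, at median distances of 1946.5, 2049, 1937, 2031, 2326, 2101 and 2083 bp. Of the SNPs with a position on both genomes, 39049 lay on the chromosome of the same number and 801 on another one. An mRNA was named for 19700 of the SNPs with a single ‘9930’ position. The annotation counts every SNP once, so these values have no replicates.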

Table 1 summarizes the properties of the SNPs on the array across the seven chromosomes of the ‘9930’ and ‘Gy14’ [19] reference genomes. Fifteen percent of the SNPs that were used for the array design were located in coding sequences (CDSs). SNPs within CDSs are of interest because they might modify the amino acid composition of a protein. The number of SNPs within CDSs ranged from 562 and 514 on chromosome 5 to 1502 and 1425 on chromosome 3 for ‘9930’ and ‘Gy14’ genomes, respectively (Table 1). In general, 77% of all genes were represented by a SNP on the array with an average of 1.3 markers per CDS.

**Table 1:** Summary of marker properties on the array and in the 'good training set' subset.

		Chinese Long ‘9930’ (Version 2)					North American ‘Gy14’ (Version 1)			
Chr		Length (Mb)	# SNPs	# SNPs in CDS	# SNPs in mRNA	Median marker interval	Length (Mb)	# SNPs in CDS	# SNPs in mRNA	Median marker interval
**1**	In SNP Chip	29.1	7324	985	3293	1979	28.4	909	3080	1946.5
	In good training set		5806	780	2687	2170		729	2530	2140
**2**	In SNP Chip	23.2	4466	679	2166	2123	23.5	682	2220	2049
	In good training set		3584	518	1764	2252		525	1830	2191
**3**	In SNP Chip	39.8	10041	1502	4829	1962	40.3	1425	4571	1937
	In good training set		8254	1215	4054	2142		1147	3798	2116
**4**	In SNP Chip	23.4	5672	765	2638	2071	23.4	711	2478	2031
	In good training set		4056	528	1962	2326		506	1881	2268
**5**	In SNP Chip	28.0	4102	562	1658	2373	27.5	514	1578	2326
	In good training set		2680	349	1149	2588		341	1134	2522
**6**	In SNP Chip	29.1	6353	932	3055	2127.5	30.2	906	2981	2101
	In good training set		5131	729	2504	2306.5		712	2449	2295
**7**	In SNP Chip	19.2	4600	641	2061	2091	19.3	597	1949	2083
	In good training set		2789	357	1241	2491.5		352	1211	2451
**Sum**	In SNP Chip	191.9	42558	6066	19700	14726.5	192.6	5744	18857	14473.5
	In good training set		32300	4476	15361	16276		4312	14833	15983

### A subset of SNPs for genotype calling

Agilent eArray technology enables generating a pool of probes and selecting a subset for future use. The criterion for probe-subset selection should rely on probes for which hybridization of the training set samples results in the expected genotype calls. Therefore, we performed hybridization with gDNA of the two parental lines (‘9930’ and ‘Gy14’) and their F_1_ progeny. 

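The deposited training set holds 6 hybridizations of ‘9930’, 5 of ‘Gy14’ and 5 of their F1, carried out on 8 arrays of 2 slides. Each array was hybridized with 1 individual labeled with Cy3 and another labeled with Cy5. For each of the 44360 SNPs and each hybridization, the table gives a signal for allele A, the allele of ‘9930’, and a signal for allele B, the allele of ‘Gy14’. The authors made these scores by quantile normalization between arrays, subtraction of each probe's median over arrays, removal of spatial slide defects and averaging of the forward and reverse probes by median polish. The scores are centered near 0 and ranged from -3.68 to 5.4 over all samples of the study, and their log base is not stated in the paper's text. Between 0 and 1384 SNPs had no signal in a training hybridization, the highest number being in ‘Gy14’ replicate 4. From these scores, the contrast of allele A minus allele B was computed per SNP and hybridization. Across SNPs, which are not independent replicates, Pearson's r of the contrast between replicates was 0.944 to 0.976 for ‘9930’, 0.936 to 0.980 for ‘Gy14’ and 0.782 to 0.881 for the F1. Clusters and tests were computed from all 16 hybridizations, whose number limits the precision.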

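The contrast between allele A and allele B separated the parents at most SNPs. In limma, with 1 estimate of the spread shared by the 3 lines, 40699 of the 44360 SNPs differed between ‘9930’ and ‘Gy14’ at an adjusted p under 0.05 (Benjamini-Hochberg), with the higher contrast in ‘9930’ at 40106 of them and in ‘Gy14’ at 593. When each hybridization was further centered on its median contrast, 39768 SNPs differed and the share with the higher contrast in ‘9930’ fell from 98.5% to 54.7%. Among the SNPs of the good training set, the median parental contrast was 1.61 on the deposited scale. The SNP at its 5th percentile, Scaffold000201_12450, had a contrast of 0.357 ± 0.100 (SD, n = 6) in ‘9930’, 0.111 ± 0.102 (SD, n = 5) in the F1 and -0.188 ± 0.133 (SD, n = 5) in ‘Gy14’, a parental difference of 0.545 (standard error 0.065, limma adjusted p = 3.49e-08). The further centering takes nearly the same amount from the parental difference of every SNP, which leaves -0.72 at this one (limma adjusted p = 1.97e-10). At the median SNP, Scaffold000001_5703377, the contrast was 0.809 ± 0.057 in ‘9930’, -0.111 ± 0.133 in the F1 and -0.797 ± 0.078 in ‘Gy14’ (SD, n = 6, 5 and 5), and the parents differed by 1.61 (standard error 0.058, limma adjusted p = 4.87e-18). At the 95th percentile, Scaffold000060_286063 had contrasts of 1.61 ± 0.180, -0.102 ± 0.331 and -1.66 ± 0.147, and the parents differed by 3.27 (standard error 0.114, limma adjusted p = 2.51e-18). The F1 lay away from the mean of the parents at 11087 SNPs in the same limma fit, above it at 5208 and below it at 5879. The size of that departure was 0.076 at the median SNP of the good training set, against a median residual SD of 0.100 between replicates. Taking the array as a random block, with a correlation of 0.473 between the 2 individuals of an array, moved this count most, to 15353, with 6164 above and 9189 below.

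**Figure D1:**
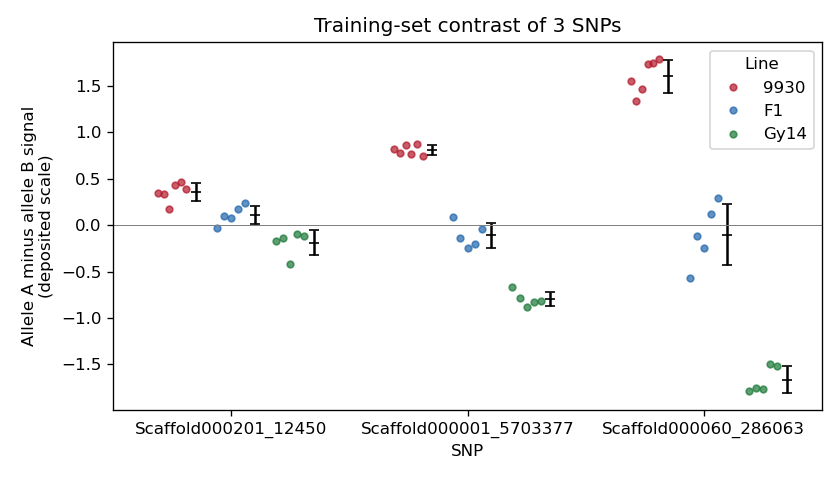
Allele A minus allele B signal (deposited scale, vertical axis) of the 3 SNPs at the 5th, 50th and 95th percentile of the parental contrast, one point per hybridization, with the mean and SD of each line beside the points. The F1 lies between the parents, and the lines are closest at Scaffold000201_12450.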

The hybridizations of the three samples which resulted in the expected genotype calls generated a training set for each SNP. 

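K-means clustering with 3 clusters, started from the means of the 3 lines, was run on the allele-A and allele-B scores of each SNP over the 16 training hybridizations. It gave 3 distinct clusters with at most 1 misclustered signal at 35005 SNPs, which is 78.9% of the array. On the ‘9930’ genome, these SNPs numbered 6059, 3759, 8563, 4383, 2939, 5352 and 3293 on chromosomes 1 to 7, from 71.6% of the SNPs of chromosome 7 to 85.3% of those of chromosome 3. The remaining 9355 SNPs had 2 or more misclustered signals or did not form 3 clusters. With 1 hybridization left out at a time, the count stayed between 35162 and 35861. Further centering of each hybridization on its median signal changed it most, to 30123.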

Out of the 44,360 SNPs on the array, a subset of 32,846 SNP-probe sets formed expected genotype calls or a good training set (GTS). A GTS was defined if three distinct clusters of allele-A signals against allele-B signals were identified by K-mean algorithm (Fig 1A). Moreover, we allowed a single signal in a SNP training set to be clustered incorrectly (Fig 1B). Only 9.8% of the SNPs that were defined as GTS had a single misclustered signal; the rest were perfectly clustered. 

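Of the 35005 SNPs, 32047 were clustered without error and 2958 had 1 misclustered signal, a share of 8.45%. That share was 8.32% when only the contrast was clustered, 10.1% with 10 random starts of the algorithm and 19.3% after further centering of each hybridization.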

We made the 32,846 GTS SNPs available as SNP arrays by splitting this set into two 15K Agilent arrays (Agilent design no. 066891 and 066895). A sample of 96 SNPs from the GTS was validated on the Fluidigm platform assayed on the three gDNA samples. A validated call was a match between the call on the Fluidigm and the equivalent call on the array, i.e., compatibility between technologies. Among the 96 SNPs, only 5 failed to have genotype calls for all replicated assays; the rest (91 Fluidigm calls) were 100% compatible with ‘9930’ and with F_1_, whereas 96% (87/91) were compatible with ‘Gy14’ array calls. In addition, a synthetic F_1_ was tested by mixing the gDNA of the two parental accessions that resulted in a 100% match to the genuine F_1_. This result suggested that a mixture of DNA from the two parental lines might be an alternative solution to extracting the gDNA of F_1_.

**Fig 1:**
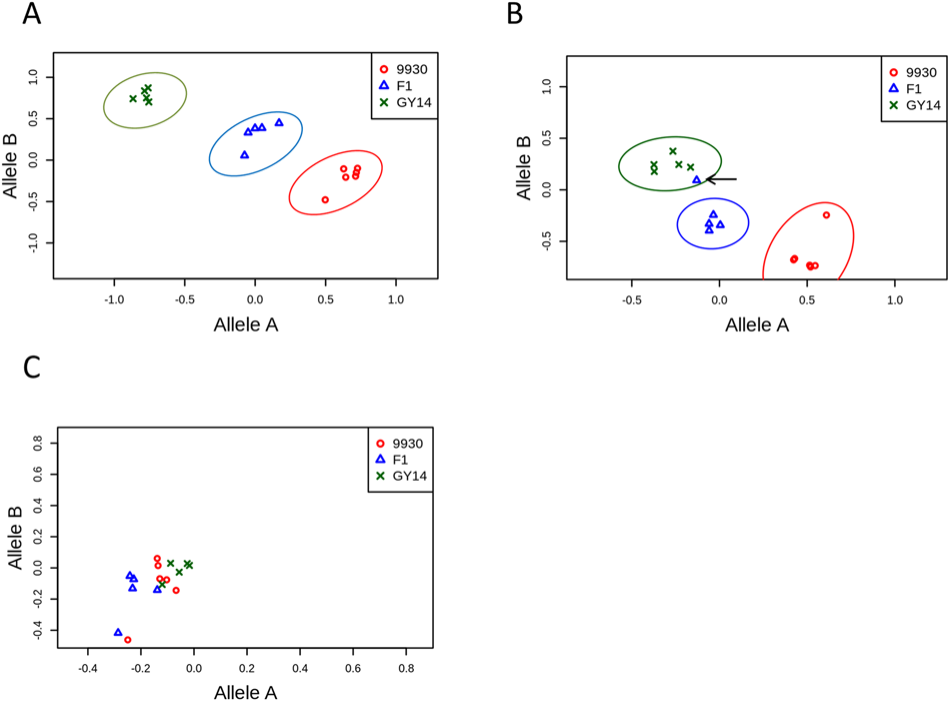
Example of three types of training sets. Hybridization signals of ‘GY14’ (green X), ‘9930’ (red circles), and their F_1_ (blue triangles) were plotted as scatter plots of allele X signals against allele Y signals. (A) Three distinct clusters were generated. This was considered a probe set for a SNP with a good training set. (B) Three distinct clusters were generated, one of which was clustered incorrectly. This was also considered a good training set. (C) No distinct cluster was generated. These SNP probe sets were not included in the genotype call analysis.

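The deposited annotation names mRNAs but no coding sequences, so the share of SNPs in mRNAs was compared. On the ‘9930’ genome, 44.96%, 48.50%, 48.09%, 46.51%, 40.42%, 48.09% and 44.80% of the array SNPs of chromosomes 1 to 7 lay in an mRNA, against 45.88%, 49.45%, 48.93%, 47.82%, 41.68%, 48.71% and 44.49% of the good training set SNPs. Chi-square tests of the good training set against the whole array, which contains it, gave p of 0.191 (chromosome 4) to 0.781 (chromosome 7) over 7 chromosomes, unadjusted. Tested against the SNPs left out of the set, of which 40.55%, 43.42%, 43.23%, 42.05%, 37.23%, 44.76% and 45.60% lay in an mRNA, p ranged from 5.16e-05 (chromosome 3) to 0.494 (chromosome 7). SNPs are not independent replicates in these tests. From the proportion of SNPs in coding sequences, which was not compared here, the paper concludes that the good training set represents the full set of SNPs.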

Narrowing the array to the GTS did not affect the proportion of SNPs in the CDS (Table 1), as it was proportional to the decrease in the number of markers in the subset (χ^2^ test, df = 1, *p*-values: 0.2–1; the range of *p*-values for all chromosomes for both genomes ‘9930’ and ‘Gy14’). Therefore, the GTS is a representative subset of the full set of SNPs on the array and using only the GTS subset should not significantly bias results.

### Genetic-map construction

A genetic map based on 124 RILs was constructed using the GTS. 

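The deposited RIL data hold 134 lines, 37 from the F7 and 97 from the F8 generation, on 67 arrays of 17 slides. Every array carried 1 RIL labeled with Cy3 and another labeled with Cy5. The deposited scores were made by the authors in the same way as those of the training set and genotype calls by the authors were not used here. A RIL lacked the signal of 11 SNPs at the median and of 3508 SNPs at most. Genotypes were called here from the scores. At each SNP, the Mahalanobis distance of a RIL to the AA, AB and BB clusters of the training set was taken with the mean and covariance of each cluster, the nearest cluster gave the call, and a call with a confidence of 0.6 or less was set to ‘no call’. Over the 35005 good training set SNPs, 11.2% to 35.3% of the calls of a RIL were ‘no call’, with a median of 17.8%.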

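The AB share of the calls made was above 0.2 in 16 RILs, and no RIL had a share of homozygous calls under 0.15, so 34 F7 and 84 F8 RILs entered the linkage analysis. In these RILs the AB share was 8.87% ± 4.04 (SD), with a median of 7.80% and a range of 4.00% to 20.0%. The share depended on the handling of uncertain calls. It was 12.1% without a confidence threshold, 3.69% with calls kept only above 0.8 and 6.36% with 1 covariance pooled over the clusters. Over all 134 RILs it was 12.0% ± 10.5 (SD), and 10.7% ± 6.79 (SD, n = 37) in F7 against 12.5% ± 11.6 (SD, n = 97) in F8 RILs. The difference of -1.81 percentage points, F7 minus F8, was within the spread between RILs (two-sided permutation test, p = 0.381, and p = 0.271 when permuted within slides). RILs labeled with Cy3 had a mean of 10.9% and RILs labeled with Cy5 of 13.1%, a difference of -2.21 points (two-sided permutation test, p = 0.226). Both differences changed sign, to 0.332 (p = 0.690) and 0.079 points (p = 0.917), when only the RILs that entered the linkage analysis were compared.

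**Figure D2:**
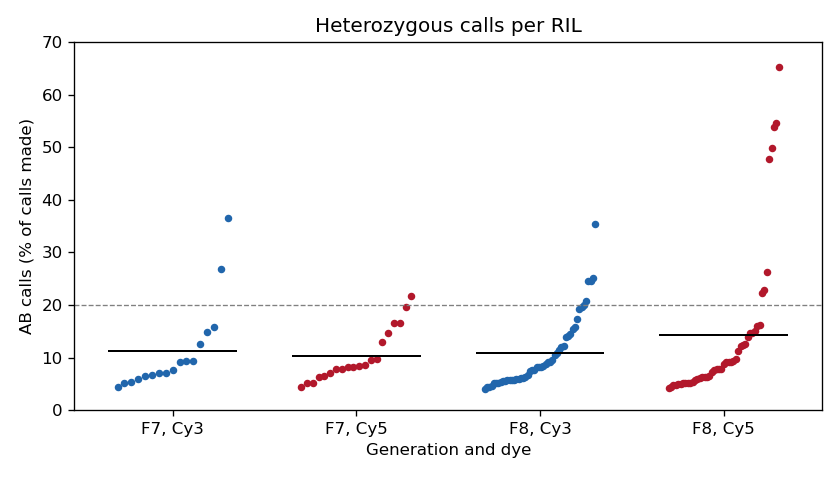
AB calls in percent of the calls made over the good training set SNPs (vertical axis) for each of the 134 RILs, by generation and dye, with horizontal bars at the group means and a dashed line at 20%. The means are 11.2%, 10.2%, 10.8% and 14.3% from left to right, and the highest points are F8 RILs labeled with Cy5.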

When two or more SNPs had redundant genotype distribution along the RILs, only one was retained. SNPs with too many low-confidence genotype calls, SNPs with more heterozygous calls than expected, and uninformative SNPs were also removed. The genotype calls of the remaining SNPs were further improved by a stage of genotype call refinement based on the flanking vicinity in a haplotype block: after creating a genetic map, the genotype call was improved by modifying a call based on the flanking calls in a defined window (Fig 2). For example, a single AA call (homozygous to allele of ‘9930’) in a block of BB calls (homozygous to allele of 'Gy14') was changed to a BB call (Fig 2A), while a region of mixed AA, BB, and/or AB would get no calls (Fig 2A). This process (for details see Materials and Methods) created more homogeneous haplotype blocks (Fig 2C) and decreased the number of heterozygous calls from 2.5% to 1.5%, while increasing the number of ‘no call’ assignments from 0.24% to 0.5%. Consequently, the final linkage map was constructed based on 117 RILs that were retained after filtering out samples with more than 10 ‘no call’ regions. 

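The stated filters were applied in turn to the 35005 SNPs. The number of low-confidence calls per SNP had a median of 19 and a MAD of 12, and 25829 SNPs lay within 1 MAD unit above the median. Keeping 1 SNP per identical set of calls left 25327, the test against the expected ratio left 19669, and a limit of 15% missing calls per marker left 14929. A further 8 RILs had more than 10 ‘no call’ regions and were left out, so 110 RILs remained. The refinement with 6 flanking loci lowered the AB share over the 14928 mapped markers from 1.57% to 0.68%, and it fell in all 110 RILs. The mean AB share per RIL was 1.60% ± 1.42 (SD, n = 110) before and 0.684% ± 1.03 (SD) after refinement. The share of ‘no call’ rose from 5.58% to 6.42%. Of 1550431 calls, 0.6% were changed to another call and 0.88% were set to ‘no call’. The 14928 markers before refinement are those that passed the filters, and over the good training set as a whole the AB share was higher (8.87%).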

The genetic map included seven linkage groups of lengths 72.5, 87.1, 96.9, 104.7, 88.7, 87.0, and 61.8 for LG1–LG7, respectively (S1 Fig). 

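Markers were grouped by their recombination share, ordered by a minimum spanning tree with local improvement in place of MSTMap, which was not at hand, and placed by Haldane distances after the correction for selfed RILs. The 7 linkage groups LG1 to LG7 were 77.1, 96.9, 106.8, 114.97, 93.0, 90.8 and 61.8 cM long, 641.3 cM in all. Bootstrap resampling of the 110 RILs (100 draws) gave SDs of 6.4, 5.8, 7.0, 7.5, 6.6, 7.0 and 4.7 cM for the groups and of 19.2 cM for the total. These SDs cover the sampling of RILs only. Of the alternatives, leaving out the refinement changed the total most, to 1858.3 cM. The mean number of crossovers seen per RIL ranged from 1.2 on LG7 to 2.21 on LG4.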

The number of markers per linkage group was 2206, 1417, 2563, 1354, 860, 1709, and 1056 for LG1–7, respectively. Altogether, the map was constructed of 11,156 markers in 944 positions, and in many cases more than one marker was mapped to the same linkage-map position (bin). 

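LG1 to LG7 held 2666, 1724, 3827, 1807, 1180, 2492 and 1232 of the 14928 markers. They fell on 927 map positions, from 91 on LG7 to 174 on LG3. A single marker that passed the filters stayed outside the 7 groups.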

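The number of markers sharing a map position was counted for every bin of the refined map. Its median was 13, 7, 14.5, 7, 5, 9 and 9 markers for LG1 to LG7.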

The median number of markers per bin was 13, 6, 12, 7.5, 4, 8, and 9 for LG1–7. The distribution was correlated with physical length. The exception was LG5, which contained the smallest number of markers despite a corresponding chromosome length greater than that of chromosome 2 or 7. 

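Across the 7 linkage groups, the number of markers was correlated with the physical length of the chromosome on the ‘9930’ genome (Pearson's r = 0.876, exact permutation test, two-sided, p = 0.0125; Spearman's rho = 0.786, exact p = 0.048; 2 measures of 1 relation, not adjusted). Without the 2 groups whose chromosome lengths are farthest from the median, r was 0.474 over 5 groups, so the relation rests in part on these groups. LG5 held 1180 markers over 27.8 Mb, fewer than LG2 with 1724 over 23.0 Mb or LG7 with 1232 over 19.1 Mb. Leaving out LG5 alone raised r to 0.997 (exact permutation test over 6 groups, p = 0.0014, the smallest that this number of groups allows).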

The median interval between the map bins was 0.45 cM for all linkage groups (S1 Fig).

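Neighboring bins of the map built here were 0.501 cM apart at the median over all linkage groups. Within a group the median was lowest on LG7 (0.467 cM) and highest on LG4 (0.574 cM), and the longest interval of the map was 4.10 cM, on LG4.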

**Fig 2:**
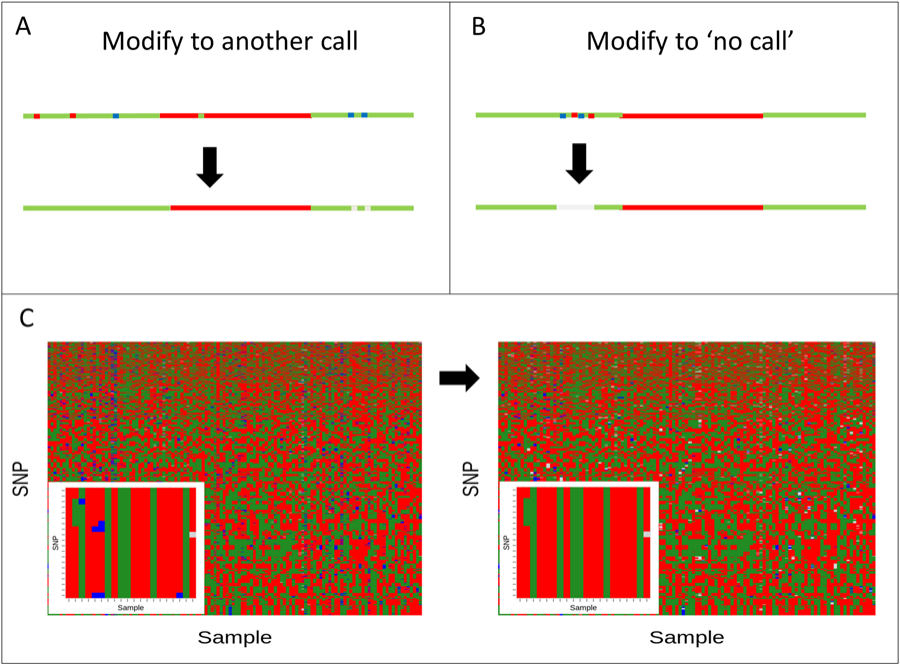
Illustration of genotype call refinement. Genotype call refinement was performed to improve the genotype call for stretches or blocks. Inconsistencies within a block were corrected to either the genotype block (AA—red; BB—green; AB—blue) or to no call (light gray). (A) An example of specific locus refinement by flanking loci according to the following criteria. First, six or more flanking loci from both sides of the locus were called other than the locus call, but consecutively. This locus was modified to the call of the flanking loci. Otherwise, if the flanking loci did not contain uniformly consecutive calls, the locus call was set to ‘no call’. (B) If a region was stretched out over 12 or more different consecutive calls, the whole region was set to ‘no call’. (C) A heatmap plot of the genotype calls, before and after refinement. To illuminate the improvement, a zoom into a subset of SNPs and RILs of 20 x 20 (left bottom corner) was plotted.

### Comparison of genetic and physical maps

To validate the order of the markers on the genetic map, we compared it to the genomes of both Chinese long ‘9930’ and the North American pickling type ‘Gy14’ (S2 and S3 Figs). 

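Each mapped marker was compared with the chromosome given for it in the deposited annotation. A single ‘9930’ position was given for 14761 of the markers, and 46 of them lay on another chromosome than that of their linkage group, so that 99.69% were placed alike. On LG7 1197 of 1216 such markers were placed alike, on LG4 1757 of 1769 and on LG5 all 1158.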

Most of the markers (99.7%) were mapped to the chromosome that corresponded to their linkage group on the ‘9930’ reference genome. Similarly, 98.9% of the markers had a match between their linkage group and the corresponding 'Gy14' chromosome. 

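Of 14223 markers with a single ‘Gy14’ position, 98.90% lay on the chromosome of their linkage group. Most of the others were markers of LG3, where 3556 of 3693 markers were placed alike.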

The genetic map was highly correlated (R^2^ = 0.97 average for all chromosomes) with both genomes for all chromosomes, indicating its accuracy. However, there was a deviation from collinearity of a long segment of markers on LG5. This deviation appeared in the comparison of the genetic map to the ‘9930’ genome but not to the ‘Gy14’ genome (Fig 3). 

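The squared correlation (R2) of genetic and physical position was computed over the markers of each linkage group, which are not independent replicates. On the ‘9930’ genome it was 0.989, 0.991, 0.990, 0.991, 0.886, 0.976 and 0.971 for LG1 to LG7, with a mean of 0.971 (bootstrap SD over RILs 0.0036). On the ‘Gy14’ genome it was 0.989, 0.993, 0.992, 0.986, 0.987, 0.976 and 0.987, with a mean of 0.987. From this correlation with both genomes, the paper concludes that the map is accurate.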

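Markers of LG5 with a position on chromosome 5 of both genomes were compared. Of these, 41 lay in the segment that the paper places on the ‘Gy14’ genome, at 9.51 to 11.38 Mb there and at 0.56 to 2.12 Mb on the ‘9930’ genome. All 41 mapped to 42.3 to 43.3 cM. The 175 markers within 2 Mb on either side of the segment on ‘Gy14’ mapped to 35.8 to 50.3 cM and lay at 10.65 to 14.38 Mb on ‘9930’. A cubic curve was fitted to the other markers of LG5. They deviated from it with an SD of 1.4 cM on the ‘9930’ genome and 2.0 cM on the ‘Gy14’ genome. The 41 markers deviated by 53.7 cM at the median on ‘9930’ and by -1.2 cM on ‘Gy14’. Their median map position was 42.8 cM, so on ‘9930’ the curve ran below 0 cM there, before the start of LG5. The 53.7 cM is thus extrapolated and larger than such a deviation within the group could be. On ‘9930’ 41 markers deviated by more than 10 cM, each of them in the segment, and on ‘Gy14’ none did. Over the same markers, R2 on the ‘9930’ genome was 0.898 with the segment and 0.989 without it, and on ‘Gy14’ it was 0.989 both ways. From a deviation seen against one genome and not the other, the paper describes a putative translocation.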

The putative translocation was supported by a comparison of the two genomes using SyMap [43] (S4 Fig). In addition to the six previously reported inversions [19] on chromosomes 4, 5, and 7, which were reconfirmed by SyMap comparison, new chromosomal rearrangements were observed. On chromosome 3, there were two duplications (0.3 Mb and 0.4 Mb long), as well as small duplications between chromosomes 3 and 2 (0.5 Mb long) and chromosomes 3 and 7 (0.5 Mb and 0.2 Mb long). Two inversions were observed on chromosome 4 (0.91 Mb and 1.55 Mb), three on chromosome 3 (0.63 Mb, 0.77 Mb, and 0.65 Mb) and one on chromosome 7 (0.66 Mb) (S4 Fig).

**Fig 3:**
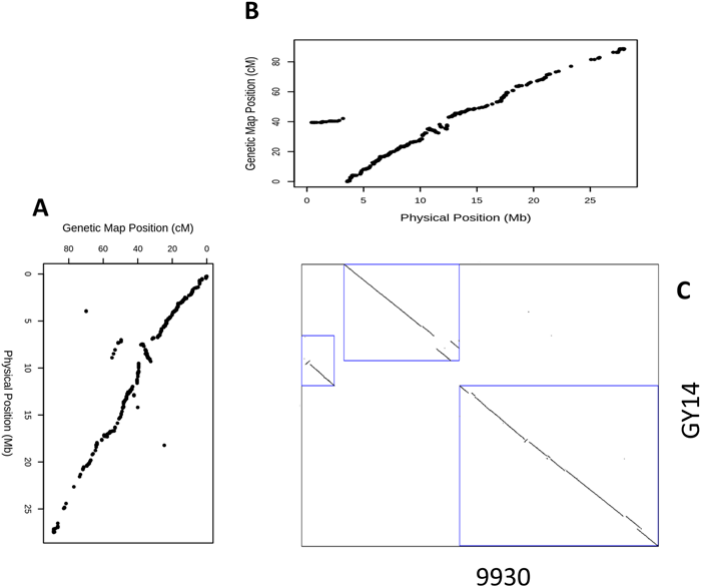
Genetic and physical map comparison for chromosome 5. Scatter plots of marker positions on the genetic map against the positions of the genome reference of both (A) ‘9930’ and (B) ‘Gy14’. These maps were drawn to their relative axis in a dot plot (C) of the two genomes for comparison.

### Recombination rates

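The recombination rate was taken as the length of a linkage group over the physical span of its markers on the ‘9930’ genome. Over LG1 to LG7 it averaged 3.45 ± 0.83 cM/Mb (SD, n = 7), and the 95% range of a normal distribution with this mean and SD ran from 1.83 to 5.07 cM/Mb. The slope of cM on Mb after lowess smoothing gave 3.45 ± 0.86 (SD), and the positions on the ‘Gy14’ genome gave 3.47 ± 0.86 cM/Mb (SD). With no refinement of the calls the rate was 9.79 cM/Mb, the largest change among the alternatives.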

The average recombination rate per chromosome was 3.2 ± 0.8 cM/Mb. The highest estimated recombination rate was on chromosome 4 (4.6 cM/Mb) and the lowest on chromosome 3 (2.4 cM/Mb). 

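Chromosomes 1 to 7 had rates of 2.65, 4.21, 2.69, 4.91, 3.34, 3.13 and 3.23 cM/Mb, with bootstrap SDs over RILs of 0.22, 0.25, 0.18, 0.32, 0.24, 0.24 and 0.25. Chromosome 4 had the highest rate in 95 of 100 bootstrap draws and a higher rate than chromosome 3 in all 100. Chromosomes 1 and 3 differed by less than the bootstrap SD of either. Chromosome 3 had the lowest rate in 45 of the draws, and the lowest slope after lowess smoothing (2.69 cM/Mb, against 2.79 on chromosome 1). On the ‘Gy14’ genome, chromosome 3 had 2.66 and chromosome 1 had 2.72 cM/Mb.

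**Figure D3:**
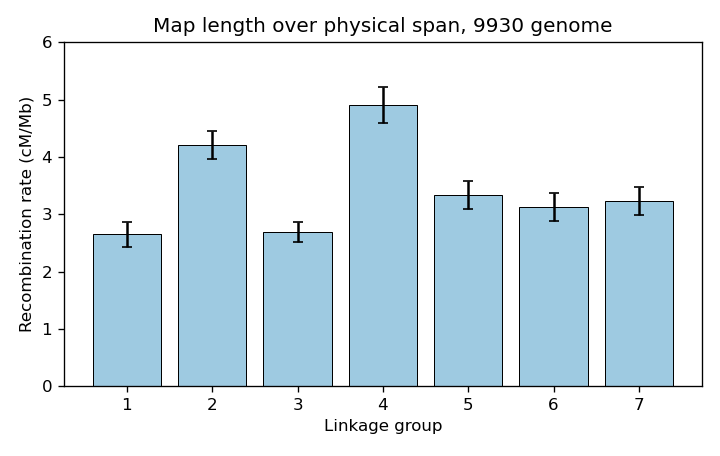
Recombination rate in cM/Mb (vertical axis, from 0) for each linkage group on the ‘9930’ genome, with error bars of 1 bootstrap SD over RILs. The bar of LG4 is the highest, at 4.91 cM/Mb, and those of LG1 and LG3 are the lowest, at 2.65 and 2.69 cM/Mb.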

Although these maximum and minimum values did not exceed the 95% confidence intervals (1.7–4.7 cM/Mb), the recombination rate on chromosome 4 was close to the upper bound of the confidence interval for the whole-genome recombination rate.

Recombination suppression has been previously reported on chromosomes 4, 5 and 7 in a segregating population of a cross between landrace cucumber accessions ‘PI 183967’ and ‘Gy14’ [23]. These suppression events were not observed in the ‘9930’ × ‘Gy14’ F_2_ population [19]. In the ‘9930’ × ‘Gy14’ RIL population, rather than recombination suppression, there seemed to be an increase in recombination rate on chromosome 4.

An ultradense genetic map provides the opportunity to investigate the regional rate of recombination and explore whether the recombination rate is uniformly distributed. By calculating the standard deviation of the local recombination rate along the chromosomes, we can estimate whether the recombination rate is uniform along each chromosome, or variable, i.e., subjected to a local effect. The local recombination rate was calculated as the log genetic distance (cM) to thegenomic distance (Mb) ratio along five markers within a running window (Fig 4). 

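The slope of cM on Mb was calculated in running windows of 5 markers on the ‘Gy14’ genome, after lowess smoothing with a span of 0.1 and removal of markers out of order. The SD of its log10 was 0.246, 0.242, 0.214, 0.308, 0.221, 0.228 and 0.272 on chromosomes 1 to 7, over 391 (chromosome 5) to 1450 (chromosome 1) windows, which overlap and are not independent. Resampling of the RILs gave bootstrap SDs of 0.07 (chromosome 5) to 0.48 (chromosome 4) for these values, larger than the differences between most chromosomes. Chromosome 4 had the highest SD in 38 of 100 bootstrap draws, and a higher one than chromosome 2 in 84. Averaged over the chromosomes the SD was 0.247, and 0.217 when all 134 RILs were used.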

The standard deviation of recombination rate on chromosome 4 was 0.26, which was 50% more variable than the standard deviation of recombination rate on the chromosome with the smallest regional effect (chromosome 2; 0.17). Thus, the higher rate on chromosome 4 could be attributed to local events around positions 12.5 Mb and 20 Mb. 

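Along chromosome 4, the highest local rates lay between 12 and 13 Mb on the ‘Gy14’ genome, with a median of 13.2 cM/Mb over 24 windows, and between 13 and 14 Mb, with 10.4 cM/Mb over 8 windows. From 20 to 21 Mb the median was 6.15 cM/Mb over 65 windows. Other stretches of 1 Mb between 0 and 12 Mb lay between 4.44 and 5.90 cM/Mb. From these positions, the paper proposes that local events account for the higher rate on the chromosome.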

Chromosomal rearrangements are known to affect recombination rate [44]. However no positional associations between chromosomal rearrangements (S4 Fig) and recombination rates were observed, suggesting that additional factors might be influencing the recombination rate.

**Fig 4:**
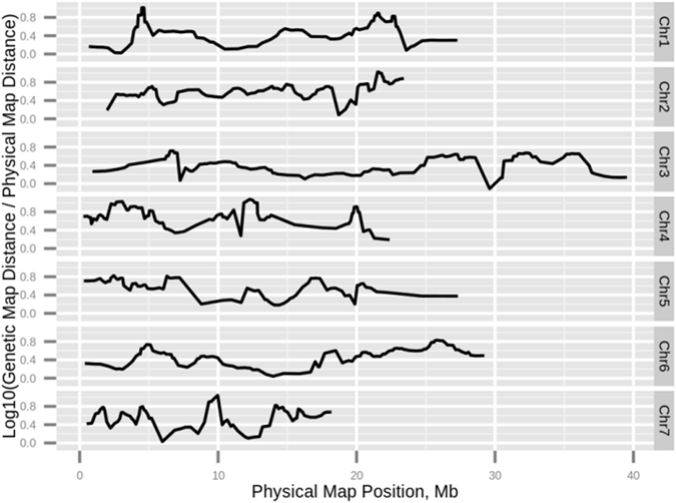
Regional recombination rate. For each chromosome, a sliding window was run over 5 SNP markers on the genetic map. Within that window, the slope of the genetic distance (cM) vs. physical genomic distance (Mb) was calculated and plotted on a log scale. Markers whose order on the genetic map was inconsistent with their order on the genome were removed. The recombination rate was calculated for the 'Gy14' genome.

### Segregation distortion

Segregation distortion has been suggested to occur more frequently in recombinant inbred populations than in F_2_ population [45]. Genetic factors suggested to affect segregation distortion are preferential fertilization, pollen lethality, and chromosomal translocation [46]. Local segregation-distortion regions (SDRs) may be observed by calculating the deviation of allele proportions from that expected on F_7:8_ of the RIL population. Three SDRs were observed, one on chromosome 1 (~70%) and two on chromosome 5 (Fig 5). 

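Segregation was tested in the 34 F7 and 84 F8 RILs that passed the sample filter, at 31776 SNPs of the whole array, left after 1 SNP was kept per identical set of calls and SNPs with too many low-confidence calls were removed. The numbers of AA and BB calls differed at 8895 SNPs (28.0%) in a chi-square test with Benjamini-Hochberg adjusted p under 0.05, in favor of the ‘9930’ allele at 6100 and of the ‘Gy14’ allele at 2795. On chromosomes 1 to 7, 27.8%, 26.5%, 22.3%, 28.2%, 33.8%, 24.0% and 40.1% of the SNPs tested were significant. Joining neighboring significant SNPs of 1 direction at most 1 Mb apart, with at least 5 SNPs, gave 471 regions of 118.9 kb at the median, of which 79 lay on chromosome 1, 49 on chromosome 5 and 75 on chromosome 7. Neighboring significant SNPs of a chromosome were at most 0.582 Mb apart. Within a chromosome, regions thus ended only at SNPs significant in the other direction. Their number is therefore no count of separate distorted loci. By a rule chosen after these values were seen, windows of 1 Mb with 10 or more SNPs tested, of which at least 50% were significant in 1 direction, formed 6 runs, at 15 to 16 Mb on chromosome 1, 15 to 16 Mb on chromosome 4, 14 to 15 Mb and 24 to 25 Mb on chromosome 5, and 8 to 10 Mb and 12 to 13 Mb on chromosome 7 of the ‘9930’ genome. In the interval boxed on chromosome 1 in Fig 5, 43.8% of 998 SNPs were significant and the mean share of AA among homozygous calls was 66.3%. In the intervals boxed on chromosome 5, 61.9% of 189 SNPs and 42.0% of 560 SNPs were significant, with mean AA shares of 69.1% and 56.8%. Outside the boxed intervals the share of significant SNPs was 26.4%.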

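At part of these SNPs the F1 of the training set did not lie between the parents. Among SNPs of the good training set with a parental contrast above 1 and the F1 between 0.3 and 0.7 of the way from ‘Gy14’ to ‘9930’, a choice made after the first counts were seen, 1467 of 18281 (8.02%) were significant and 66 regions were found. In the boxed interval of chromosome 1, 25.3% of 558 such SNPs were significant. For the intervals of chromosome 5 the shares were 9.1% of 33 SNPs and 23.8% of 320 SNPs, and outside the boxed intervals 7.1%. Only the runs at 15 to 16 Mb on chromosome 1 and 24 to 25 Mb on chromosome 5 were formed by windows of such SNPs. The windows at 15 to 16 Mb on chromosome 4 and 8 to 9 Mb on chromosome 7 held too few such SNPs for the rule, so they could not pass. In the other windows of the runs, 4.5% of 22 SNPs (14 to 15 Mb, chromosome 5), 13.3% of 15 (9 to 10 Mb, chromosome 7) and 29.2% of 24 (12 to 13 Mb) were significant in favor of ‘9930’. Pooling the covariance over the 3 clusters of each SNP lowered the count over all SNPs to 2987, and calls kept only above a confidence of 0.8 raised it to 16741.

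**Figure D4:**
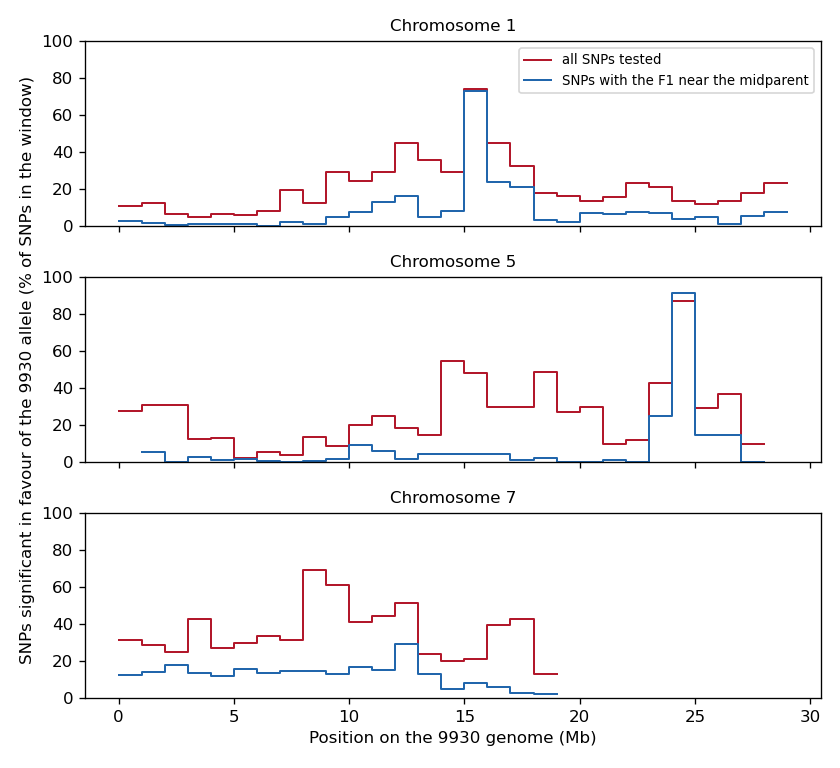
Share of SNPs significant in favor of the ‘9930’ allele (percent of the SNPs tested in the window, vertical axes) in windows of 1 Mb along chromosomes 1, 5 and 7 of the ‘9930’ genome (Mb, horizontal axis), for all SNPs tested (red) and for SNPs with the F1 near the midparent (blue). The lines come together at 15 to 16 Mb on chromosome 1 and 24 to 25 Mb on chromosome 5, and stand apart over most of chromosome 7.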

The putative translocation of a 2.59 Mbp region on chromosome 5 (starting at 9.27 Mb on the ‘Gy14’ genome) occurred before the first SDR on chromosome 5. Unless there are *cis* effects, the translocation itself cannot explain the segregation distortion. 

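The difference p(AA) minus p(BB) was summarized over the SNPs tested in each boxed interval of Fig 5. In the interval of chromosome 1, 400 significant SNPs favored the ‘9930’ allele and 37 the ‘Gy14’ allele, and the median difference was 0.174. In the first interval of chromosome 5 these numbers were 92 and 25, with a median of 0.381. In the second, 81 of the significant SNPs favored the ‘Gy14’ allele and the others the ‘9930’ allele, and the median difference over all SNPs tested was -0.062. The sign of that median changed with the setting, being -0.174 with the Cy5 hybridizations alone, 0.037 with Cy3 alone, 0.015 with F8 RILs alone and 0.123 with calls above a confidence of 0.8. Of 471 regions, 384 favored the ‘9930’ allele. The lead SNP of a region was that with the smallest adjusted p, and those of the regions with the most SNPs on chromosomes 1 and 5 are given here, a choice of regions made after their values were seen. On chromosome 1, Scaffold000072_309576 at 15192536 bp, in no annotated mRNA, was called AA in every RIL with a homozygous call and BB in 0 (chi-square test, Benjamini-Hochberg adjusted p = 4.27e-23). On chromosome 5, Scaffold000041_197826 at 17992305 bp, outside the good training set, was likewise BB in 0 RILs (adjusted p = 2.36e-23), and Scaffold000038_1417615 at 24495936 bp, in the mRNA Csa5G621940 for which the table gives no description, was AA in 117 RILs and BB in 0 (adjusted p = 9.12e-24). Over the alternatives that tested them, the adjusted p of these SNPs stayed at or below 6.15e-11. The F1 of the training set lay at 0.54 of the way from ‘Gy14’ to ‘9930’ at the first and the third of these SNPs and at 0.96 at the second. From the direction in the boxed intervals, the paper states that ‘9930’ is favored in each case.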

The direction of the distorted segregation in all three cases favored the ‘9930’ allele (A-allele) (Fig 5).

**Fig 5:**
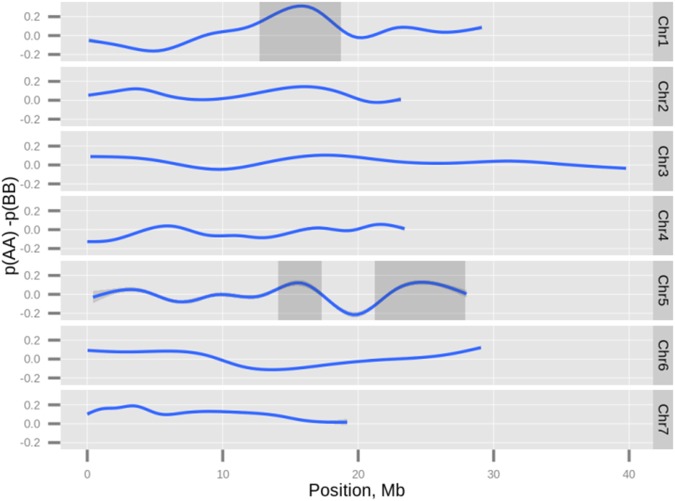
Differential genotype proportion. The proportions of homozygous genotype calls p(AA) and p(BB) were calculated. A spline non-linear regression of p(AA)–p(BB) was plotted against the genome position. The genomic areas of segregation distortion (gray rectangles) were estimated by chi-square test under the null hypothesis that the frequencies of p(AA) and p(BB) were equal. The null hypothesis was rejected at a level of 5% adjusted by Benjamini-Hochberg method for false discovery rate.

### SNPs in other cucumber lines

To illustrate the applicability of this cucumber SNP array, we used it to genotype four inbred lines of cultivated cucumber: 'H19', 'TL', 'G421', and 'WI 2757'. Out of the 32,846 GTS SNPs, 93% were successfully genotyped (repeated in duplicate) in two out of the four accessions, and 77% in three accessions. Forty-seven percent of the SNPs on the linkage map were not polymorphic (Fig 6; green and red blocks in four variants). However, out of 11,165 markers on the map, 10,709 (96%) fell in 774 out 994 bins (82%), of which at least one of the markers in those bins was polymorphic. Thus, 82% of the genetic map was covered by polymorphic bins. For example, on LG1, the seventh bin at position 3.2 cM was comprised of 36 SNPs, 5 of which were non-polymorphic while the other 31 were polymorphic among those accessions. When we examined the 5,319 non-polymorphic SNPs, 4,863 of them were in a bin that included polymorphic SNPs as well. In other words, there is a 91% chance of replacing a non-polymorphic SNP by another linked polymorphic SNP in one of the four non-parental accessions.

**Fig 6:**
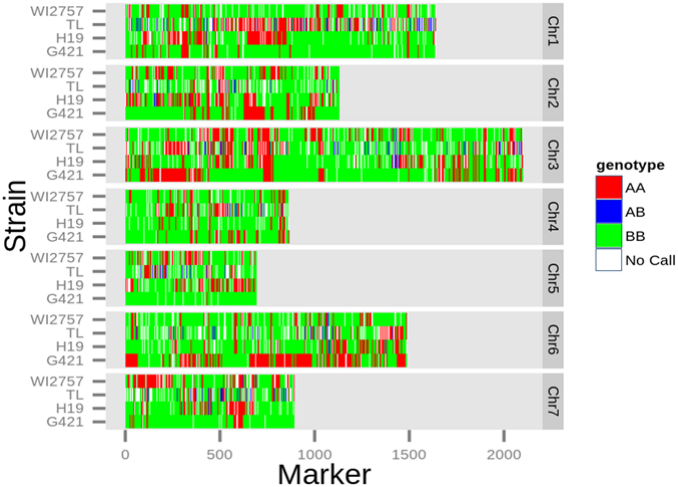
Application of cucumber genotyping array to four cucumber accessions. Genomic DNA of four cucumber accessions—H19, TL, G421, and WI 2757—was hybridized on the cucumber array. The genotype calls of the array were plotted as heatmap per chromosome where A is the ‘9930’ allele and B is the ‘Gy14’ allele. The mixed color blocks illustrate the polymorphic property of the SNPs on the array.

## Discussion

Since the first release of the whole-genome sequence of cucumber, many studies have been conducted to create and improve the resolution its genetic maps. These maps were primarily based on SSRs or on combinations of SSRs and SNPs [19,23,47] and did not lead to the development of a high-throughput tool for massive parallel genotyping. Such a tool would be useful to re-genotype many other cucumber populations. In this study, we provide the first report, to the best of our knowledge, of the development of a custom dual-color genotyping microarray based on Agilent technology. The dual-channel platform saves on slides by genotyping two individuals on one slide. We illustrate its application by creating a cucumber genetic map and comparing it with two cucumber genomes, as well as by genotyping other cucumber accessions.

One of the features of SNP arrays is separation of the SNP discovery and genotyping steps. In the first step, a pool of SNPs is optimized for polymorphic properties and successful genotyping calls; in the second step, the array is used recurrently by the community studying a particular organism. As a result, the reference SNPs enable sharing the results among different studies [9,10,15]. In contrast, GBS bundles the two steps, and a new set of SNPs are discovered and genotyped for each study. Sharing GBS results among studies is inferior to use of the array, and the intersection of SNPs among these studies might be small. The intersection will depend on the amount of successfully genotyped SNPs, which in turn depends on restriction-enzyme optimization and high coverage [62]. In contrast, GBS is much more cost-effective than SNP arrays. Even though the effective SNP number may be smaller from GBS than from the SNP array, the number of markers may still be powerful enough for successful mapping of quantitative trait loci (QTL) [62].

### Array design and accuracy

In previous studies, selection of SNPs was based on their polymorphic properties in the germplasm of the organism [6,9,13,15], as well as on enriching for SNPs in genic regions [9]. Most of those arrays were designed for the Illumina platform, which discriminates alleles by ligation and primer extension. In microarray platforms like Affymetrix and Agilent, the allelic discrimination is performed by hybridization. These platforms require a training set for accurate genotyping. Therefore, we focused our array design on SNPs that will have a GTS and also cover the whole cucumber genome. One of the features of a training set is that it requires gDNA hybridization of the two parents and their F_1_ hybrid; however F_1_ hybrids may not always be available. We show here that the F_1_ gDNA can be replaced with synthetic F_1_ that is a mixture of the two accessions' DNA. A possible pitfall to this strategy may lie in the fact that we did not select primarily for SNP markers that are polymorphic in the available cucumber germplasm collection [29,48]. However, given the large number of SNP markers (32,864), one might expect to find markers that will be polymorphic in any segregating population. This fact was illustrated by successfully genotyping several other cucumber inbred lines (Fig 6) using our GTS data (deposited in GEO; accession no. GSE57294). In these accessions, only 53% of the total SNPs on the map were polymorphic; however, four accessions constitute only a small sample of the cucumber germplasm [29,48], and therefore one would expect that the number of polymorphic SNPs will increase as the number of accessions included in the study increases. In comparison, other organism studies have reported a similar percentage of polymorphic SNPs in their arrays. The maize SNP array reported more than 40% polymorphic SNPs in segregating populations other than the one for which the array was designed [6], and in the RiceSNP50 array, 60% of the SNPs were informative in other variants [9]. Another work that designed a peach SNP-array reported 57% polymorphic SNPs in the germplasm that was used for array validation [13]. Moreover, we showed that because the genetic map is very dense and there is more than one SNP per bin, 91% of the non-polymorphic SNPs can be replaced by polymorphic ones sharing the same bin. As a result, 82% of the bins were polymorphic in one of the non-parental accessions. That result supports the strategy of constructing a large pool of SNPs that cover the genome (on average every 2 Kb) as an alternative to focusing on polymorphic SNPs in a germplasm. The rationale for favoring the former strategy is that the accuracy of genotyping can be controlled, whereas SNP polymorphism cannot.

### Genotyping-array applications

Application of the array was illustrated by developing an ultrahigh-density linkage map and comparing it with two cucumber genome references. Previous studies reported genetic maps of 572.9 and 707.8 cM in length with 678 and 735 bins and average intervals of 0.84 cM and 0.96 cM, respectively. The former map was derived from a segregating population of ‘Gy14’ × ‘PI183967’ [23] and the latter from ‘Gy14’ × ‘9930’ [19]. The total length of the genetic map constructed in this study falls in the middle and is based on a denser map than the previous ones (grand mean of 0.64 cM). Moreover, in our map, we eliminated some of the unexpected heterozygous loci by a process of refinement. This might improve the map’s accuracy. However, it may also eliminate possible gene-conversion events [49,50].

In general, linkage group lengths were correlated with their physical lengths. LG4 was an interesting exception. In three different maps, based on ‘Gy14’ × ‘PI183967’ RILs, ‘Gy14’ × ‘9930’ F_2_, and in this study ‘Gy14’ × ‘9930’ RILs, the length of LG4 was estimated differently. In the first map, it was estimated to be shorter than the corresponding physical length. This led to the conclusion that a recombination-suppression event had occurred. This recombination suppression was not observed in the second map, possibly indicating that the recombination event was not in the lineage of the common accession between the two maps, i.e., ‘Gy14’. In the last estimation of LG4, in the ‘Gy14’ × ‘9930’ RIL map, LG4's length was higher than its corresponding physical length. The difference in recombination rate between the two ‘Gy14’ × ‘9930’ maps might be due to differences in the markers and densities of the maps. The estimation of global rate in all three cases was done globally, i.e., the chromosomal recombination rate divided by the physical length of the chromosome. We showed that the recombination rate is not uniform along the chromosome, especially on chromosomes 1, 7, and 4. Therefore, estimation of the global recombination rate based on a low-density linkage map might be misleading. The areas of low recombination might be associated with selection and may cause a reduction in genomic variation [51]. In contrast, the areas of high recombination suggest the existence of hot-spots for recombination [52]. Thus recombination-rate estimation based on a low number of markers might skip sensing the local recombination hot-spot and suppression, resulting in misleading conclusions.

The genetic map generated by the cucumber genotyping array was highly correlated to both reference genomes. Although the positions of the SNPs were derived from the ‘9930’ reference genome, the genetic map was more correlated to the ‘Gy14’ genome. This might indicate a better draft for the ‘Gy14’ genome than for the ‘9930’ reference genome. An exception to the high correlation between the genetic map and the physical map was LG5. A segment of 2.6 Mb from the beginning of chromosome 5 of ‘9930’ fell in the middle of the genetic map. Note that some of the genomic rearrangements, such as six inversions, have been reported and validated by in situ techniques [19]. These results should be regarded with caution pending further validation, as the translocations and duplications were detected by bioinformatics tools and might result from incorrect assemblies.

Distortion of allele segregation has been previously reported on cucumber chromosomes 1, 4 and 6 in favor of the ‘PI183967’ parent [23]. Preference for one parental allele in SDRs was observed, in this work, for the male parent, i.e., the ‘9930’ allele. Preferential segregation for one parent, either male or female, has been reported for maize [53] on a chromosomal scale, and in rice [45] on a smaller scale. Although in this study, the observed distortion favored the male parent, this might not always be the case [54].

Complex traits such as leaf size and resistance to powdery mildew disease have been mapped on ‘H19’ × ‘G421’ and ‘WI 2575’ × ‘TL’ segregating populations respectively [27,55]. High-density maps are key for accurate QTL mapping. Our mapping efforts of QTL for fruit length (unpublished data) suggest that the cucumber genotyping array will be useful in mapping other cucumber traits, such as fruit weight, fruit length, and fruit flesh thickness [28,56].

## Conclusions

We developed a genotyping array based on a large set of SNPs discovered as a variation between two parental lines of cucumber whose genomes have already been sequenced. Instead of enriching the genotyping array with polymorphic SNPs, our strategy was to enrich the array with SNPs that can be accurately genotyped, and increase the number of successful calls. The SNPs on the array were selected as polymorphic but homozygous between two parents and hybridizations of those parents’ gDNA and their F_1_ progeny were used to generate expected genotype calls as a training set. Such a tool is powerful for future cucumber genetic studies, especially where a large number of markers is beneficial. We suggest that the large number of markers is key for marker polymorphism transferability to other lines. An ultra-dense linkage map constructed by this genotyping SNP array on a RIL population is expected to be invaluable for improving assembly and for mapping important QTL. Moreover, new knowledge of recombination rate and segregation distortion may contribute to cucumber genetic studies. Markers that deviate from Mendelian segregation are either removed while performing linkage-map construction [57] or a correction in the model is required [58]. In this linkage map, we removed those SNPs; however, if better resolution is needed in the future for SDRs, the other option can be used. Recombination rate has been shown to be correlated with sequence parameters [59] and with the rate of genetic variations [60,61]. Thus, the local rates of recombination reveal regions on the linkage groups where the rate of evolution is of interest.

## Supporting Information

S1 Fig Cucumber genetic map based on ‘Gy14’ x ‘9930’ RIL population. Genetic map was constructed with 117 ‘Gy14’ x ‘9930’ F8 RILs and 11,156 SNP markers. For simplicity, only 994 markers were drawn on this map using MapChart, i.e., a representative marker for each bin.
(TIF) Click here for additional data file.

S2 Fig ‘Gy14’ x ‘9930’ genetic map vs. ‘Gy14’ draft genome (V1.0). Scatter plots of marker positions on the genetic map against their physical locations in the ‘Gy14’ genome (version 1.0). The order of the markers on the genetic map is highly collinear with their order in the ‘Gy14’ genome. The R2 values for chromosomes 1 through 7 are 0.99, 0.96, 0.99, 0.98, 0.96, 0.96, and 0.97, respectively.
(TIF) Click here for additional data file.

S3 Fig ‘Gy14’ x ‘9930’ genetic map vs. ‘9930’ draft genome (V2.0). Scatter plots of marker positions on the genetic map against their positions in the ‘9930’ genome (version 2.0). The order of the markers on the genetic map is collinear with their order in the genome. The R2 values for chromosomes 1 through 7 are 0.99, 0.99, 0.99, 0.99, 0.82, 0.96, and 0.98, respectively.
(TIF) Click here for additional data file.

S4 Fig Dot plot of the ‘Gy14’ (V1.0) vs. ‘9930’ (V2.0) genomes with SyMap Version 4. (TIF) Click here for additional data file.

## References

[1] XieW, FengQ, YuH, HuangX, ZhaoQ, XingY, et al Parent-independent genotyping for constructing an ultrahigh-density linkage map based on population sequencing. Proc Natl Acad Sci. 2010;107:10578–10583. 10.1073/pnas.1005931107 20498060PMC2890813

[2] SimS-C, DurstewitzG, PlieskeJ, WiesekeR, GanalMW, Van DeynzeA, et al Development of a Large SNP Genotyping Array and Generation of High-Density Genetic Maps in Tomato. PLoS ONE. 2012;7:e40563 10.1371/journal.pone.0040563 22802968PMC3393668

[3] XuY, LuY, XieC, GaoS, WanJ, PrasannaBM. Whole-genome strategies for marker-assisted plant breeding. Mol Breed. 2012;29:833–854. 10.1007/s11032-012-9699-6

[4] KhanMA, KorbanSS. Association mapping in forest trees and fruit crops. J Exp Bot. 2012;63:4045–4060. 10.1093/jxb/ers105 22511806

[5] CollardBCY, MackillDJ. Marker-assisted selection: an approach for precision plant breeding in the twenty-first century. Philos Trans R Soc B Biol Sci. 2008;363:557–572. 10.1098/rstb.2007.2170 17715053PMC2610170

[6] YanJ, YangX, ShahT, Sánchez-VilledaH, LiJ, WarburtonM, et al High-throughput SNP genotyping with the GoldenGate assay in maize. Mol Breed. 2010;25:441–451. 10.1007/s11032-009-9343-2

[7] AlkanC, CoeBP, EichlerEE. Genome structural variation discovery and genotyping. Nat Rev Genet. 2011;12:363–376. 10.1038/nrg2958 21358748PMC4108431

[8] GuptaPK, RustgiS, MirRR. Array-based high-throughput DNA markers for crop improvement. Heredity. 2008;101:5–18. 10.1038/hdy.2008.35 18461083

[9] ChenH, XieW, HeH, YuH, ChenW, LiJ, et al A High-Density SNP Genotyping Array for Rice Biology and Molecular Breeding. Mol Plant. 2013;sst135 10.1093/mp/sst135 24121292

[10] PavyN, GagnonF, RigaultP, BlaisS, DeschênesA, BoyleB, et al Development of high-density SNP genotyping arrays for white spruce (Picea glauca) and transferability to subtropical and nordic congeners. Mol Ecol Resour. 2013;13:324–336. 10.1111/1755-0998.12062 23351128

[11] MillerAJ, MatasciN, SchwaningerH, AradhyaMK, PrinsB, ZhongG-Y, et al Vitis Phylogenomics: Hybridization Intensities from a SNP Array Outperform Genotype Calls. PLoS ONE. 2013;8:e78680 10.1371/journal.pone.0078680 24236035PMC3827278

[12] AntanaviciuteL, Fernández-FernándezF, JansenJ, BanchiE, EvansKM, ViolaR, et al Development of a dense SNP-based linkage map of an apple rootstock progeny using the Malus Infinium whole genome genotyping array. BMC Genomics. 2012;13:203 10.1186/1471-2164-13-203 22631220PMC3410780

[13] VerdeI, BassilN, ScalabrinS, GilmoreB, LawleyCT, GasicK, et al Development and Evaluation of a 9K SNP Array for Peach by Internationally Coordinated SNP Detection and Validation in Breeding Germplasm. PLoS ONE. 2012;7:e35668 10.1371/journal.pone.0035668 22536421PMC3334984

[14] SharpeAG, RamsayL, SandersonL-A, FedorukMJ, ClarkeWE, LiR, et al Ancient orphan crop joins modern era: gene-based SNP discovery and mapping in lentil. BMC Genomics. 2013;14:192 10.1186/1471-2164-14-192 23506258PMC3635939

[15] McCouchSR, ZhaoK, WrightM, TungC-W, EbanaK, ThomsonM, et al Development of genome-wide SNP assays for rice. Breed Sci. 2010;60:524–535.

[16] ZhaoK, TungC-W, EizengaGC, WrightMH, AliML, PriceAH, et al Genome-wide association mapping reveals a rich genetic architecture of complex traits in Oryza sativa. Nat Commun. 2011;2:467 10.1038/ncomms1467 21915109PMC3195253

[17] HuangS, LiR, ZhangZ, LiL, GuX, FanW, et al The genome of the cucumber, Cucumis sativus L. Nat Genet. 2009;41:1275–1281. 10.1038/ng.475 19881527

[18] ArumuganathanK, EarleED. Nuclear DNA content of some important plant species. Plant Mol Biol Report. 1991;9:208–218. 10.1007/BF02672069

[19] YangL, KooD-H, LiY, ZhangX, LuanF, HaveyMJ, et al Chromosome rearrangements during domestication of cucumber as revealed by high-density genetic mapping and draft genome assembly. Plant J. 2012;71:895–906. 10.1111/j.1365-313X.2012.05017.x 22487099

[20] WóycickiR, WitkowiczJ, GawrońskiP, DąbrowskaJ, LomsadzeA, PawełkowiczM, et al The Genome Sequence of the North-European Cucumber (Cucumis sativus L.) Unravels Evolutionary Adaptation Mechanisms in Plants. PLoS ONE. 2011;6:e22728 10.1371/journal.pone.0022728 21829493PMC3145757

[21] LiD, CuevasHE, YangL, LiY, Garcia-MasJ, ZalapaJ, et al Syntenic relationships between cucumber (Cucumis sativus L.) and melon (C. melo L.) chromosomes as revealed by comparative genetic mapping. BMC Genomics. 2011;12:396 10.1186/1471-2164-12-396 21816110PMC3199783

[22] YangL, KooD-H, LiD, ZhangT, JiangJ, LuanF, et al Next-generation sequencing, FISH mapping and synteny-based modeling reveal mechanisms of decreasing dysploidy in Cucumis. Plant J. 2014;77:16–30. 10.1111/tpj.12355 24127692

[23] RenY, ZhangZ, LiuJ, StaubJE, HanY, ChengZ, et al An Integrated Genetic and Cytogenetic Map of the Cucumber Genome. PLoS ONE. 2009;4:e5795 10.1371/journal.pone.0005795 19495411PMC2685989

[24] CavagnaroPF, SenalikDA, YangL, SimonPW, HarkinsTT, KodiraCD, et al Genome-wide characterization of simple sequence repeats in cucumber (Cucumis sativus L.). BMC Genomics. 2010;11:569 10.1186/1471-2164-11-569 20950470PMC3091718

[25] ZhangW-W, PanJ-S, HeH-L, ZhangC, LiZ, ZhaoJ-L, et al Construction of a high density integrated genetic map for cucumber (Cucumis sativus L.). Theor Appl Genet. 2012;124:249–259. 10.1007/s00122-011-1701-x 21971891

[26] YangL, LiD, LiY, GuX, HuangS, Garcia-MasJ, et al A 1,681-locus consensus genetic map of cultivated cucumber including 67 NB-LRR resistance gene homolog and ten gene loci. BMC Plant Biol. 2013;13:53 10.1186/1471-2229-13-53 23531125PMC3626583

[27] FazioG, StaubJE, StevensMR. Genetic mapping and QTL analysis of horticultural traits in cucumber (Cucumis sativus L.) using recombinant inbred lines. Theor Appl Genet. 2003;107:864–874. 10.1007/s00122-003-1277-1 12827247

[28] YuanXJ, LiXZ, PanJS, WangG, JiangS, LiXH, et al Genetic linkage map construction and location of QTLs for fruit-related traits in cucumber. Plant Breed. 2008;127:180–188. 10.1111/j.1439-0523.2007.01426.x

[29] QiJ, LiuX, ShenD, MiaoH, XieB, LiX, et al A genomic variation map provides insights into the genetic basis of cucumber domestication and diversity. Nat Genet. 2013;45:1510–1515. 10.1038/ng.2801 24141363

[30] KnerrLD, StaubJE, HolderDJ, MayBP. Genetic diversity in Cucumis sativus L. assessed by variation at 18 allozyme coding loci. Theor Appl Genet. 1989;78:119–128. 10.1007/BF00299764 24227040

[31] DijkhuizenA, KennardWC, HaveyMJ, StaubJE. RFLP variation and genetic relationships in cultivated cucumber. Euphytica. 1996;90:79–87. 10.1007/BF00025163

[32] LiY, YangL, PathakM, LiD, HeX, WengY. Fine genetic mapping of cp: a recessive gene for compact (dwarf) plant architecture in cucumber, Cucumis sativus L. Theor Appl Genet. 2011;123:973–983. 10.1007/s00122-011-1640-6 21735235

[33] MurrayMG, ThompsonWF. Rapid isolation of high molecular weight plant DNA. Nucleic Acids Res. 1980;8:4321–4326. 10.1093/nar/8.19.4321 7433111PMC324241

[34] GreshamD, CurryB, WardA, GordonDB, BrizuelaL, KruglyakL, et al Optimized detection of sequence variation in heterozygous genomes using DNA microarrays with isothermal-melting probes. Proc Natl Acad Sci. 2010;107:1482–1487. 10.1073/pnas.0913883107 20080586PMC2824413

[35] SantaLuciaJ. A unified view of polymer, dumbbell, and oligonucleotide DNA nearest-neighbor thermodynamics. Proc Natl Acad Sci. 1998;95:1460–1465. Available: http://www.pnas.org/content/95/4/1460 946503710.1073/pnas.95.4.1460PMC19045

[36] ChaiHS, TherneauTM, BaileyKR, KocherJ-PA. Spatial normalization improves the quality of genotype calling for Affymetrix SNP 6.0 arrays. BMC Bioinformatics. 2010;11:356 10.1186/1471-2105-11-356 20587065PMC2910027

[37] RabbeeN, SpeedTP. A genotype calling algorithm for affymetrix SNP arrays. Bioinformatics. 2005;22:7–12. 10.1093/bioinformatics/bti741 16267090

[38] KailathT. The Divergence and Bhattacharyya Distance Measures in Signal Selection. IEEE Trans Commun Technol. 1967;15:52–60. 10.1109/TCOM.1967.1089532

[39] BenjaminiY, HochbergY. Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Ser B Methodol. 1995;289–300.

[40] LinS, CarvalhoB, CutlerD, ArkingDE, ChakravartiA, IrizarryRA. Validation and extension of an empirical Bayes method for SNP calling on Affymetrix microarrays. Genome Biol. 2008;9:R63 Available: http://www.biomedcentral.com/content/pdf/gb-2008-9-4-r63.pdf 10.1186/gb-2008-9-4-r63 18387188PMC2643934

[41] Lin et al.- 2008—Validation and extension of an empirical Bayes met.pdf.10.1186/gb-2008-9-4-r63PMC264393418387188

[42] CarvalhoBS, LouisTA, IrizarryRA. Quantifying uncertainty in genotype calls. Bioinformatics. 2010;26:242–249. 10.1093/bioinformatics/btp624 19906825PMC2804295

[43] SoderlundC, BomhoffM, NelsonWM. SyMAP v3.4: a turnkey synteny system with application to plant genomes. Nucleic Acids Res. 2011;39:e68 10.1093/nar/gkr123 21398631PMC3105427

[44] ZhangL, WangS, LiH, DengQ, ZhengA, LiS, et al Effects of missing marker and segregation distortion on QTL mapping in F2 populations. Theor Appl Genet. 2010;121:1071–1082. 10.1007/s00122-010-1372-z 20535442

[45] XuY, ZhuL, XiaoJ, HuangN, McCouchSR. Chromosomal regions associated with segregation distortion of molecular markers in F2, backcross, doubled haploid, and recombinant inbred populations in rice (Oryza sativa L.). Mol Gen Genet MGG. 1997;253:535–545. 10.1007/s004380050355 9065686

[46] LiuX, GuoL, YouJ, LiuX, HeY, YuanJ, et al Progress of Segregation Distortion in Genetic Mapping of Plants. Res J Agron. 2010;4:78–83. 10.3923/rjagr.2010.78.83

[47] HanY, ZhangZ, HuangS, JinW. An integrated molecular cytogenetic map of Cucumis sativus L. chromosome 2. BMC Genet. 2011;12:18 10.1186/1471-2156-12-18 21272311PMC3039625

[48] LvJ, QiJ, ShiQ, ShenD, ZhangS, ShaoG, et al Genetic Diversity and Population Structure of Cucumber (Cucumis sativus L.). PLoS ONE. 2012;7:e46919 10.1371/journal.pone.0046919 23071663PMC3470563

[49] GaltierN, PiganeauG, MouchiroudD, DuretL. GC-Content Evolution in Mammalian Genomes: The Biased Gene Conversion Hypothesis. Genetics. 2001;159:907–911. Available: http://www.genetics.org/content/159/2/907 1169312710.1093/genetics/159.2.907PMC1461818

[50] Mondragon-PalominoM, GautBS. Gene Conversion and the Evolution of Three Leucine-Rich Repeat Gene Families in Arabidopsis thaliana. Mol Biol Evol. 2005;22:2444–2456. 10.1093/molbev/msi241 16120808

[51] NachmanMW. Variation in recombination rate across the genome: evidence and implications. Curr Opin Genet Dev. 2002;12:657–663. 10.1016/S0959-437X(02)00358-1 12433578

[52] DrouaudJ, CamilleriC, BourguignonP-Y, CanaguierA, BérardA, VezonD, et al Variation in crossing-over rates across chromosome 4 of Arabidopsis thaliana reveals the presence of meiotic recombination “hot spots.” Genome Res. 2006;16:106–114. 10.1101/gr.4319006 16344568PMC1356134

[53] LuH, Romero-SeversonJ, BernardoR. Chromosomal regions associated with segregation distortion in maize. Theor Appl Genet. 2002;105:622–628. 10.1007/s00122-002-0970-9 12582513

[54] KumarS, GillBS, FarisJD. Identification and characterization of segregation distortion loci along chromosome 5B in tetraploid wheat. Mol Genet Genomics MGG. 2007;278:187–196. 10.1007/s00438-007-0248-7 17520291

[55] HeX, LiY, PandeyS, YandellBS, PathakM, WengY. QTL mapping of powdery mildew resistance in WI 2757 cucumber (Cucumis sativus L.). Theor Appl Genet. 2013;126:2149–2161. 10.1007/s00122-013-2125-6 23689747

[56] YuanXJ, PanJS, CaiR, GuanY, LiuLZ, ZhangWW, et al Genetic mapping and QTL analysis of fruit and flower related traits in cucumber (Cucumis sativus L.) using recombinant inbred lines. Euphytica. 2008;164:473–491. 10.1007/s10681-008-9722-5

[57] ZhuC, WangC, ZhangY-M. Modeling segregation distortion for viability selection I. Reconstruction of linkage maps with distorted markers. Theor Appl Genet. 2007;114:295–305. 10.1007/s00122-006-0432-x 17119913

[58] ManlyKF, RobertH. CudmoreJ, MeerJM. Map Manager QTX, cross-platform software for genetic mapping. Mamm Genome. 2001;12:930–932. 10.1007/s00335-001-1016-3 11707780

[59] GroenenMAM, WahlbergP, FoglioM, ChengHH, MegensH-J, CrooijmansRPMA, et al A high-density SNP-based linkage map of the chicken genome reveals sequence features correlated with recombination rate. Genome Res. 2009;19:510–519. 10.1101/gr.086538.108 19088305PMC2661806

[60] FarkhariM, LuY, ShahT, ZhangS, NaghaviMR, RongT, et al Recombination frequency variation in maize as revealed by genomewide single-nucleotide polymorphisms. Plant Breed. 2011;130:533–539. 10.1111/j.1439-0523.2011.01866.x

[61] GautBS, WrightSI, RizzonC, DvorakJ, AndersonLK. Recombination: an underappreciated factor in the evolution of plant genomes. Nat Rev Genet. 2007;8:77–84. 10.1038/nrg1970 17173059

[62] BeissingerTM, HirschCN, SekhonRS, FoersterJM, JohnsonJM, MuttoniG, et al Marker Density and Read Depth for Genotyping Populations Using Genotyping-by-Sequencing. Genetics. 2013;193:1073–1081. 10.1534/genetics.112.147710 23410831PMC3606087

How the deposited data were processed for this re-analysis (not part of the article)

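The deposited table holds 2 signals, for allele A of ‘9930’ and allele B of ‘Gy14’, for each of 44360 SNPs in 150 hybridizations. These are 6 hybridizations of ‘9930’, 5 of ‘Gy14’ and 5 of their F1 on 8 arrays of 2 slides, and 134 RILs (37 F7 and 97 F8) on 67 arrays of 17 other slides. The array platform is a custom Agilent design on which each array was hybridized with 1 individual in Cy3 and another in Cy5. The other inbred lines and the Fluidigm calls of the paper are not in the table.

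The deposited values are scores. Per the paper's methods, the authors made them by quantile normalization between arrays, subtraction of each probe's median over arrays, correction of spatial slide defects and median polish over the forward and reverse probe of each allele. The log base is not stated, so contrasts are given on the deposited scale. Genotype calls and a map by the authors were not used here. A signal was missing for 0.34% of the SNP and hybridization pairs. The number of hybridizations limits the precision of the clusters. Positions on the ‘9930’ and ‘Gy14’ genomes and mRNA names are those of the table. SNPs without exactly 1 position on chromosomes 1 to 7 were left out of counts by chromosome. No mRNA name matched the table of gene symbols available (assembly Cucumber_9930_V3), so the names are given as in the table.

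Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 (lowess) and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and statmod 1.5.0. Per SNP, K-means with 3 clusters was started from the line means and run on both signals, and a SNP entered the good training set with 3 distinct clusters and at most 1 misclustered signal. The parental contrast and the departure of the F1 from the mean of the parents were tested with limma (lmFit and eBayes) on allele A minus allele B, with Benjamini-Hochberg adjustment.

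RIL genotypes were called by the Mahalanobis distance to the 3 training clusters and kept above a confidence of 0.6. A RIL was left out when AB made up more than 0.2 of its calls or homozygous calls less than 0.15 of the SNPs. Groups of RILs were compared by two-sided permutation tests with 100000 resamples. For segregation, all SNPs of the array left after the redundancy and low-confidence filters were tested with a chi-square test of equal AA and BB numbers and Benjamini-Hochberg adjustment. Significant SNPs of 1 direction at most 1 Mb apart were joined into regions of at least 5 SNPs, a rule set here, since the paper's text states none. F7 and F8 RILs were analysed together. The redundancy filter kept the first SNP of an identical set in place of the one with the most distinct clusters.

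For the map, SNPs of the good training set were filtered by low-confidence calls (median plus 1 MAD), redundancy, the expected ratio of 63:2:63 and at most 0.15 missing calls. MSTMap was not at hand. Markers were joined into groups at a recombination share of up to 0.1, those without recombinants were binned, bins were ordered by a minimum spanning tree with local improvement, calls were refined with 6 flanking loci, and RILs with more than 10 mixed regions of 12 or more loci were left out. Distances are Haldane distances after the correction for selfed RILs. Errors of map values are SDs over 100 bootstrap draws of the RILs. The design before the data were examined named neither a smallest bin nor a grouping limit nor a bin tolerance. A first draft used bins of at least 3 markers, map lengths for minimums of 1, 2, 3 and 5 were then seen, and a minimum of 1 was kept because the design names none. It is the minimum whose total is the shortest and the closest to the paper's linkage groups. The limit on missing calls is the paper's MSTMap parameter, applied here per marker. It was added after a first draft of the map, and without it, in that draft, wider grouping limits had joined groups. Rates are given on the ‘9930’ genome, a choice made after rates on the ‘Gy14’ genome had been seen.

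The methods were tested on simulated data with known answers. In the simulated comparison of ‘9930’ with Gy14 over 44360 SNPs, limma recovered 200 of 200 SNPs shifted by 1, with 9 false calls. K-means recovered 99.7% of 4800 separated SNPs among 5000, and 98.5% of the calls kept at them were right, but the AB share came out at 2.87% where 1.56% was simulated. The segregation test recovered 200 of 200 distorted SNPs among 30000 and called 7 others. For 14000 simulated markers in 7 groups of 630 cM in all and 110 RILs, the map was 630.1 cM long from error-free calls without refinement and 539.7 cM with it. With 1% wrong and 5% missing calls it was 722.2 cM after refinement, in an order correlated at 0.997 or more with the true one in each group. Without refinement that simulated map was 10825.8 cM long, against 1858.3 cM for the data. The simulated calls thus held more errors than the data, and 722.2 cM does not show the error of the real map. The simulation first had 300 markers per group and was enlarged to 2000, near the density of the map, after its result was seen. With 300 it gave 496.3 cM after refinement of error-free calls and 538.0 cM with the wrong and missing calls. Map lengths after refinement therefore carry an error beyond their bootstrap SD, of a size and direction that these simulations leave open.

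SNPs named in the text are, by a rule set before the data were examined, the lead SNP (smallest adjusted p, ties by position) of a distorted region and the SNPs at the 5th, 50th and 95th percentile of the parental contrast. Which of the 471 regions to name was decided after their values were seen. Alternatives set before the data were examined varied the clustering, array scaling, blocks and hybridizations used, the confidence threshold, the covariance, the RILs, the test, the joining distance, the distance function, the refinement and the marker order. Those added later are named as such in the closing section. The 100 regroupings of the training hybridizations were drawn with a fixed seed.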

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

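The test of the ‘Gy14’ replicate 3 contrast below was chosen after the result was seen, and the test of the missing signals of ‘Gy14’ replicate 4 before its result. Chance places about 1 in 20 groups beyond the limit used (Dixon's 95% critical value), and 2 of the 18 groups of training hybridizations tested lay beyond it.

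‘Gy14’ replicate 4 lay far from the other hybridizations of its line in the number of SNPs without signal, 1384 against 0 to 322. A defect of the array's surface is a possible explanation that would remove the same SNPs from both dyes of an array. Of the 1384 SNPs, 72.3% were also without signal in the F1 hybridized on the same array, and at most 7.6% in any other hybridization. The share is far above that of the other arrays. It is below the 90% set for this explanation before the share was computed, a limit that could not be reached, since that F1 hybridization lacked only 1018 SNPs in all, so the test leaves the explanation open. No biological explanation was tested, since replicates of 1 line differ by no condition. Without this hybridization the good training set held 35343 SNPs.

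At Scaffold000201_12450, the SNP at the 5th percentile of the parental contrast, ‘Gy14’ replicate 3 had a contrast of -0.42, far from the -0.175 to -0.09 of the other 4 ‘Gy14’ hybridizations. A shift of the whole hybridization is argued against by its median contrast over the good training set, -0.769, which lies within the -0.778 to -0.737 of the others. The ‘9930’ individual on the same array had a contrast of 0.178 at this SNP, the lowest of the 6 ‘9930’ hybridizations. An error of this array at this SNP stays open and was not tested, and no biological explanation was tested.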

How the results depend on the processing

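The alternatives of segregation distortion limited to good training set SNPs, to SNPs with the F1 near the midparent, to 1 RIL of each near-identical pair or to a sample filter over the map markers, the 1-Mb windows, the bin minimums, the bin tolerance, the missing limit, the grouping limits, the lowess slope, the Gy14 positions and the tests on splits of the hybridizations were chosen after seeing the data, and the other alternatives before. Over 89 alternatives, leaving out hybridizations aside, 57 kept the direction and the side of the threshold, stayed within 1.5 times a count or moved an estimate by less than 1 SD. The cause of the other changes was not tested, except where the construction of the alternative is named as the cause.

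The good training set held 30123 to 33398 SNPs under 4 alternatives and 35162 to 35861 with 1 hybridization left out. The parental contrast was called at 39768 to 41176 SNPs under 5 alternatives and at 40537 to 40738 with 1 hybridization left out. Centering each hybridization on its median contrast lowered the share of calls higher in ‘9930’ from 98.5% to 54.7%, and the contrast of Scaffold000201_12450 was then reversed, at -0.72. The construction of that alternative is the cause, since it subtracts from the parents the difference that most SNPs share. The F1 departure from the midparent was called at 10723 to 15353 SNPs, and at 9897 to 11438 with 1 hybridization left out. Replicate numbers pair the training hybridizations in part only. Deviations of same-numbered hybridizations were correlated at -0.05 to 0.564 (mean 0.199, against -0.042 for other numbers). Of these 15 pairs, 5 share an array (mean 0.396) and 10 do not (mean 0.1), and the 2 individuals of an array were correlated at 0.249 to 0.586. With the replicate block, 40860 SNPs were called for the parental contrast and 12810 for the F1. Of 100 splits of the hybridizations into groups of the same sizes, the real one included, 1 gave as many parental calls, and the largest other number was 32272. Most SNPs were chosen for the array as differing between the parents, so this outcome could be foreseen and adds no support. For the F1 departure 8 splits gave as many calls, but splits that put both parents into 1 group bring the parental difference into that contrast (up to 37553 calls against 11087), so the test is void and whether chance can be excluded there stays open.

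The AB share of 8.87% over RILs became 3.69% with calls kept above a confidence of 0.8 and 0.684% after refinement, which is computed over map markers only, and ranged up to 12.1% otherwise. The F7 minus F8 difference of -1.81 points was reversed to 0.332 points, and the Cy3 minus Cy5 difference of -2.21 points to 0.079 points, when only RILs that pass the sample filter were compared, which removes RILs by their AB share. No alternative brought either difference past the threshold, with p from 0.271 to 1.0 and from 0.105 to 0.917.

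Of 8895 SNPs with segregation distortion, other settings left between 1467 and 16741. Calls above a confidence of 0.8 gave 16741 SNPs and 782 regions, and the pooled covariance 2987 SNPs and 1.4e+02 regions (89 in favor of ‘9930’ and 55 of ‘Gy14’), against 471 regions. The Cy5 hybridizations alone, a smaller sample, gave 312 regions. Good training set SNPs alone gave 4542 SNPs and 233 regions, at 17.9% of the SNPs tested against 28.0%. SNPs with the F1 near the midparent gave 1467 SNPs and 66 regions, at 8.02% of the SNPs tested, so the smaller number of SNPs tested is not the only cause of either fall. Runs of 1-Mb windows gave 6 regions. The ‘9930’ allele was favored at 62.5% to 72.1% of the significant SNPs under all settings. Joining distances of 0.5 and 2 Mb gave the same 471 regions, and say nothing about stability, because the largest gap between neighboring significant SNPs of a chromosome was 0.582 Mb and regions ended at SNPs of the other direction.

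The map of 641.3 cM (bootstrap SD 19.2) measured 635.4 cM with Kosambi distances. Without the correction for selfed RILs it was 1270.8 cM, which follows from taking the recombination seen in RILs as that of 1 meiosis. No refinement gave 1858.3 cM, 3 flanking loci 687.6 cM, physical order 720.7 cM and all 134 RILs 722.3 cM. Bins of 2 or more, 3 or more and 5 or more markers gave 732.3, 705.0 and 697.9 cM, bins with up to 0.02 recombinants 797.1 cM and no limit on missing calls 714.5 cM. The minimum of 1 marker per bin was settled after these totals were seen. A grouping limit of 0.15 and a wider one gave 641.3 cM. Calls above a confidence of 0.8 gave no map, because 2 linkage groups fell on 1 chromosome. The rate of 3.45 cM/Mb became 6.84 without the correction, 9.79 without refinement, 3.85 with all 134 RILs, and 3.93, 3.76 and 3.74 with bins of 2, 3 and 5 or more markers. Chromosome 4 had the highest rate in the map reported here, but chromosome 7 had it with physical order and chromosome 2 with bins of 3 and 5 or more markers. The mean R2 of 0.9708 was 0.9665 without refinement and 0.9874 on the Gy14 genome. The local SD of 0.247 was 0.217 to 0.247 under the alternatives set beforehand for it, all within its bootstrap SD of 0.127, but 0.374 on the map with bins of 5 or more markers and 0.452 on that without a limit on missing calls.

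Signal over background cannot be given for scores centered on each probe's median.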

Differences from the paper's values

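The runs of 1-Mb windows, the bounds on the F1, the Gy14 positions and the lowess slope below were chosen after seeing the values, and the intervals of Fig. 5 were read by eye.

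The paper's share of ‘no call’ was 0.24% before and 0.5% after refinement, where 5.58% and 6.42% of the calls were ‘no call’ here. Under none of the map alternatives set before the data were examined (Kosambi distances, no selfed RIL correction, no refinement, 3 flanking loci, physical order and all 134 RILs) did either share come within 1.5 times the paper's. With no confidence threshold, an alternative set before the data were examined for the AB share, 0.262% of the calls were ‘no call’, near the paper's 0.24%, but over all SNPs of the good training set (18.4% with the threshold), and no map was built from those calls.

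The paper reports 3 segregation distortion regions, where the joining rule used here gave 471. The 471 are runs between SNPs significant in the other direction, and no count of separate loci. Under no alternative set before the data were examined did the number come near 3, the lowest being 1.4e+02 with the pooled covariance. Runs of 1-Mb windows, chosen after seeing the values, numbered 6. More runs formed without a confidence threshold or with calls above 0.8. Fewer formed with the Cy3 or the Cy5 hybridizations alone or with the pooled covariance. The run at 14 to 15 Mb on chromosome 5 was lost under each of these last settings. Among SNPs with the F1 near the midparent, also chosen after seeing the values, only the windows at 15 to 16 Mb on chromosome 1 and at 24 to 25 Mb on chromosome 5 passed. Both hold many SNPs with the F1 between the parents at which nearly every RIL carried the ‘9930’ signal. The windows at 15 to 16 Mb on chromosome 4 and 8 to 9 Mb on chromosome 7 held too few SNPs with the F1 near the midparent to pass. The paper's boxes run from about 13 to 19 Mb on chromosome 1 and from about 14 to 17 Mb and 21 to 28 Mb on chromosome 5 in Fig. 5, read by eye.

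The paper places no distorted region on chromosome 7, whereas 40.1% of the SNPs tested there were significant, the highest share of the 7 chromosomes, and 75 of 75 regions favored ‘9930’. The size depended on the setting. From 0 to 14 Mb the share was 42.4%, but 27.5% with the Cy3 hybridizations alone (median p(AA) minus p(BB) 0.091) and 43.3% with Cy5 alone (0.321). It was 14.9% with the pooled covariance and 62.8% with calls above a confidence of 0.8 (0.429).

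The paper gives chromosome 3 as the one with the lowest recombination rate, and here chromosome 1 had the lowest rate (2.65 cM/Mb, against 2.69 for chromosome 3). The slope after lowess smoothing, which the paper's Methods describe (its Discussion divides by the physical length) and which was added here after seeing the values, was lowest on chromosome 3 (2.69 against 2.79 cM/Mb). Chromosome 3 also had the lowest rate on the ‘Gy14’ genome (2.66 against 2.72 cM/Mb), and on the ‘9930’ genome with physical order and with all 134 RILs, whereas chromosome 5 had it without refinement and chromosome 1 under the other alternatives, and the difference between chromosomes 1 and 3 is smaller than the bootstrap SD of either. The paper gives chromosome 2 as the one with the smallest SD of the local rate, and here it was chromosome 3 (0.214, against 0.242 on chromosome 2), a difference within the bootstrap SD.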

Other observations

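The tests in this part were chosen after the results were seen, except the permutation tests of the AB share by generation and by dye, which the design set, and the test of AB calls by the array partner's allele and the test of identity on each chromosome for all near-identical pairs, whose outcomes were stated in advance. The test by array was changed from single RILs to arrays after its first result, since the 2 RILs of an array are not independent.

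At 28686 SNPs with a parental contrast above 1, the RILs were placed between the ‘Gy14’ level (0) and the ‘9930’ level (1). At part of them, the fixed SNPs, more than 0.9 of the RILs lay at the ‘9930’ level, and at 0 SNPs did so many lie at the ‘Gy14’ level. A difference between the training slides and the RIL slides is argued against by the F1, which lay at the ‘9930’ level on the training slides too at 809 of the fixed SNPs and between the parents at 194. Probes that fail one by one are argued against by their places, since 91.3% of the SNPs with a position lay in 1-Mb windows holding 10 or more of them, against at most 30.8% in 1000 draws of random SNPs. A candidate explanation is that the Gy14 plants hybridized differ from the Gy14 parent of the F1 and the RILs in these windows. The F1 lay at the ‘9930’ level at 80.7% of the fixed SNPs and at 1.65% of segregating ones, as that explanation needs. The windows were fixed in part only, however, as 13 of 196 SNPs at 1 to 2 Mb on chromosome 4 and 105 of 207 at 18 to 19 Mb on chromosome 5. A difference over a whole window would need nearly all its SNPs to be fixed, and differences over shorter segments were not tested. At the 809 SNPs with the F1 at the ‘9930’ level, the mean over the F1 replicates was 1.01 ± 0.012 (SD, n = 5). These SNPs were chosen by their F1 position, so this mean is no further test. The paper does not report the pattern of fixed SNPs, and the fixed SNPs are not informative for segregation.

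At the other 194 fixed SNPs the F1 lay between the parents (0.584 ± 0.019 of the way to ‘9930’, SD, n = 5 F1 hybridizations), and 184 of them were on chromosomes 1 and 5. In 3 blocks of such SNPs, on chromosome 1 from 15065658 to 15832676 bp and from 16841044 to 17289487 bp and on chromosome 5 from 23271363 to 26364686 bp, the SNPs with the F1 between the parents were fixed in part only (55.6%, 27.5% and 43.4%, or 180 of 417 together). Selection against the Gy14 allele among the RILs would carry linked SNPs along. Fixed SNPs within 0.5 Mb were joined to a block, so SNPs 0.5 to 1 Mb outside were taken, whether fixed or not. The 210 with the F1 between the parents had a median p(AA) minus p(BB) of 0.096 (95th percentile 0.587), where full selection would leave 0.871 at 1 Mb at the mean recombination rate. This argues against selection as far as the ‘9930’ positions of the fixed SNPs hold, which linkage cannot check because these SNPs do not segregate. A candidate explanation is that the F1 hybridized differs from the F1 plant that gave rise to the RILs. One difference over a whole block would need nearly all SNPs inside to be fixed, against 43.2%. In the first block the share of fixed SNPs rests in part on the limit of 0.9, so it does not speak against such a difference there. Differences over shorter segments were not tested, so the explanation stays open.

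Segregation distortion was examined with SNPs limited to those with the F1 near the midparent, to see whether SNPs that do not segregate among the RILs account for it. In the first interval boxed on chromosome 5 in Fig 5 the share of significant SNPs fell from 61.9% to 9.1% (3 of 33 SNPs), near the 7.1% outside the boxed intervals, so SNPs that do not segregate may account for that region. In the interval boxed on chromosome 1 it fell from 43.8% to 25.3%, in part because the limit also changes the confidence filter and the adjustment of p. With those of all SNPs kept, the shares among SNPs near the midparent were 34.8% on chromosome 1, 19.5% (8 of 41) in the first and 35.1% in the second interval of chromosome 5, and 17.5% outside the boxed intervals. On chromosome 1, 89 of the SNPs left by the limit had p(AA) minus p(BB) above 0.9, and leaving these out too would select SNPs by the outcome. For the significant SNPs of that interval, distortion and SNPs that do not segregate can therefore not be told apart. The median p(AA) minus p(BB) in the interval was 0.174 over all SNPs and 0.14 with the limit. Outside the boxed intervals it was 0.048 and 0.035. This argues against SNPs that do not segregate as the whole cause of the shift in the median on chromosome 1. In the second interval of chromosome 5, the limit left 50 SNPs significant in favor of ‘9930’ and 26 in favor of ‘Gy14’. Of all SNPs left there, 48 had p(AA) minus p(BB) above 0.9, and the median was -0.11. SNPs that do not segregate may thus account for most of the SNPs in favor of ‘9930’ in that interval. On chromosome 7 from 0 to 14 Mb the share fell from 42.4% to 15.1%. The runs of 1-Mb windows there no longer formed, but the window at 8 to 9 Mb held too few SNPs near the midparent to pass. With the filter and adjustment of all SNPs kept, 28.5% of the SNPs near the midparent from 0 to 14 Mb were significant. Outside the boxed intervals the share was 17.5% (42.4% against 26.4% without the limit). The median p(AA) minus p(BB) was 0.189 over all SNPs and 0.172 with the limit. These values argue against SNPs that do not segregate as the whole cause on chromosome 7, though they may account for part of the significant SNPs. Selection on chromosome 7 was not tested.

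Calls of RILs followed the individual on the same array. The contrast of a RIL was higher by 0.079 ± 0.024 (SD, n = 67 arrays) where its array partner carried AA rather than BB, against 0.0034 for RILs of the same slide on other arrays, and it was higher within the array on 67 of 67 arrays (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). An effect of the slide is argued against by that 0.0034. Signal of one dye read in the other channel is a candidate explanation for which a positive shift of 0.079 is needed. At SNPs inside homozygous stretches, AB made up 1.13% of the calls where the partner carried the other allele and 0.454% where it carried the same one, with a difference of 0.713 percentage points per array, higher on 66 of 66 arrays (p = 1e-05, the smallest possible). A shift towards the partner's allele would bring such AB calls whatever its cause, so this difference does not single out the dyes. Normalization of the 2 channels of an array together was not tested as a cause.

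Over the map markers, 7 of 8911 pairs of RILs had identical homozygous calls at 95% or more of the SNPs compared, from 96.5% to 98.2%, where the next pair had 87.0% and the median was 50.5%. A reading of 2 RILs of one array in each other's channel is argued against by 0 of these pairs lying on one array. One line kept under 2 numbers may give such pairs. Identities of single chromosomes went down to 48.9%, but the pairs with a chromosome below 90% each held a RIL with 46.0% to 63.0% AB. Few homozygous SNPs were left to compare in these pairs. In the pair with 48.9%, as few as 47 were compared on a chromosome, against 591 or more in the pairs above 90% throughout. The low identities therefore cannot decide the explanation for these pairs. In 3 pairs (RILs 31 and 87, 89 and 91, and 3 and 17) every chromosome was above 90%. Their AB shares differed by 0.27 to 46.14 percentage points, by more than 10 in 2 pairs, so whether these are 1 line each stays open, because a sample of the line mixed with other DNA would show the same.

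RILs 17, 43, 58 and another F8 RIL, which had 46.0% to 63.0% AB over the map markers in long stretches, each matched a RIL of lower AB share at their homozygous SNPs. RIL 56, with 47.0% AB, lay in the same range but was in none of the pairs at 95% or more. A candidate explanation is DNA or parentage of 2 RILs in 1 sample, under which another RIL should carry the opposite allele at the AB SNPs. The highest such share was 89.2% (for RIL 58, with 88.5% for the next RIL), and none passed the limit of 90%. That limit was set before these shares were computed, but after an earlier search over pairs of RILs had found no close match, so the outcome was partly known. The search covered the hybridized RILs only, so a second line outside them stays open.

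The AB share was higher in F8 than in F7 RILs and in Cy5 than in Cy3 hybridizations, which chance could give (two-sided permutation tests, p = 0.381 and p = 0.226). The interaction of generation and dye had p = 0.167. The design names a fall of AB with selfing as a biological expectation, and the data were not sufficient to show it.

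SNPs left out of the good training set lay less often in mRNAs than those kept on 6 of 7 chromosomes, with chi-square p of 5.16e-05 to 0.0215 on these and 0.494 on chromosome 7, unadjusted. At 576 SNPs the F1 lay at the Gy14 level, 305 of them between 5 and 13 Mb on chromosome 7, where the median RIL position was 0.505.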
